# A reference map of murine cardiac transcription factor chromatin occupancy identifies dynamic and conserved enhancers

**DOI:** 10.1038/s41467-019-12812-3

**Published:** 2019-10-28

**Authors:** Brynn N. Akerberg, Fei Gu, Nathan J. VanDusen, Xiaoran Zhang, Rui Dong, Kai Li, Bing Zhang, Bin Zhou, Isha Sethi, Qing Ma, Lauren Wasson, Tong Wen, Jinhua Liu, Kunzhe Dong, Frank L. Conlon, Jiliang Zhou, Guo-Cheng Yuan, Pingzhu Zhou, William T. Pu

**Keywords:** Developmental biology, Development, Gene expression, Chromatin, Transcription

## Abstract

Mapping the chromatin occupancy of transcription factors (TFs) is a key step in deciphering developmental transcriptional programs. Here we use biotinylated knockin alleles of seven key cardiac TFs (GATA4, NKX2-5, MEF2A, MEF2C, SRF, TBX5, TEAD1) to sensitively and reproducibly map their genome-wide occupancy in the fetal and adult mouse heart. These maps show that TF occupancy is dynamic between developmental stages and that multiple TFs often collaboratively occupy the same chromatin region through indirect cooperativity. Multi-TF regions exhibit features of functional regulatory elements, including evolutionary conservation, chromatin accessibility, and activity in transcriptional enhancer assays. H3K27ac, a feature of many enhancers, incompletely overlaps multi-TF regions, and multi-TF regions lacking H3K27ac retain conservation and enhancer activity. TEAD1 is a core component of the cardiac transcriptional network, co-occupying cardiac regulatory regions and controlling cardiomyocyte-specific gene functions. Our study provides a resource for deciphering the cardiac transcriptional regulatory network and gaining insights into the molecular mechanisms governing heart development.

## Abstract (web summary)

Mapping transcription factors (TFs) occupancy is essential for understanding transcriptional programs. Here the authors use biotinylated knockin alleles of key cardiac TFs (GATA4, NKX2-5, MEF2A, MEF2C, SRF, TBX5, TEAD1) to map their genome-wide occupancy in the fetal and adult mouse heart, providing insight into the cardiac transcriptional regulatory network.

## Introduction

Distal chromatin regulatory elements direct transcriptional programs that govern organ development by recruiting sequence-specific DNA-binding transcription factors (TFs), which nucleate transcriptional regulatory complexes and deposit activating epigenetic marks, such as histone H3 acetylation on lysine 27 (H3K27ac)^1^. Deciphering these transcriptional programs requires identifying their components, including the participating TFs and the chromatin sites to which they bind^2^. Transcription factor occupancy has been mapped primarily through chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq). These maps have been established largely for cell lines and are limited by the sensitivity and specificity of antibody-mediated chromatin immunoprecipitation^3,4^. As a result of these limitations, the transcriptional programs that govern development and homeostasis of most organs remain incompletely elucidated.

The development of the heart is orchestrated by intricate transcriptional programs, so that mutations in TFs and epigenetic regulators are important causes of congenital heart disease^5^. Among the well known cardiac TFs are NKX2-5, TBX5, GATA4, MEF2A, MEF2C, and SRF^6–11^. Although TEAD1, formerly known as TEF-1, has recently gained interest as the nuclear target of Hippo-YAP signaling^12^, it was one of the first TFs implicated in heart development^13^. Biochemical and functional interactions between these TFs indicate that they collaboratively regulate cardiac gene expression^5,14^.

We previously showed that pull-down of biotinylated TFs and associated chromatin followed by next generation sequencing (bioChIP-seq) sensitively and reproducibly maps TF occupancy, both in cultured cells and in mouse tissues^3,4,15,16^. Here we extend this approach to map the genome-wide occupancy of seven TFs (GATA4, MEF2A, MEF2C, NKX2-5, SRF, TBX5, and TEAD1) in fetal and adult heart, providing a valuable resource for the study of cardiac transcriptional regulation. Our analyses of these data identify regions bound by multiple TFs and show that these regions are transcriptional regulatory elements that function both in the presence and absence of the activating histone mark H3K27ac.

## Results

### Dynamic transcription factor chromatin occupancy

We generated seven mouse knock-in lines in which an epitope tag encoding FLAG and a biotin acceptor peptide (BIO) was fused to the C-terminus of key cardiac TFs (GATA4^fb^, MEF2A^fb^, MEF2C^fb^, NKX2-5^fb^, SRF^fb^, TBX5^fb^, and TEAD1^fb^; Fig. 1a, Supplementary Fig. 1 and refs. ^16–19^). The knockin alleles expressed epitope-tagged protein at levels comparable to the wild-type allele (Supplementary Fig. 1 and refs. ^16–19^). The mice were viable and fertile as homozygotes, with the exception of *Mef2c*^ *fb/fb*^ mice, which died perinatally with ventricular septal defects and aortic override (Supplementary Fig. 1d). In contrast, *Mef2c* null mice died by embryonic day 10 (E10) with two chambered hearts that failed to undergo normal looping^9^, indicating that *Mef2c* ^*fb*^ is hypomorphic but sufficient to support most aspects of fetal heart development. Heterozygous knockin alleles supported normal heart function (Supplementary Fig. 2 and refs. ^17,18^).

**Fig. 1:**
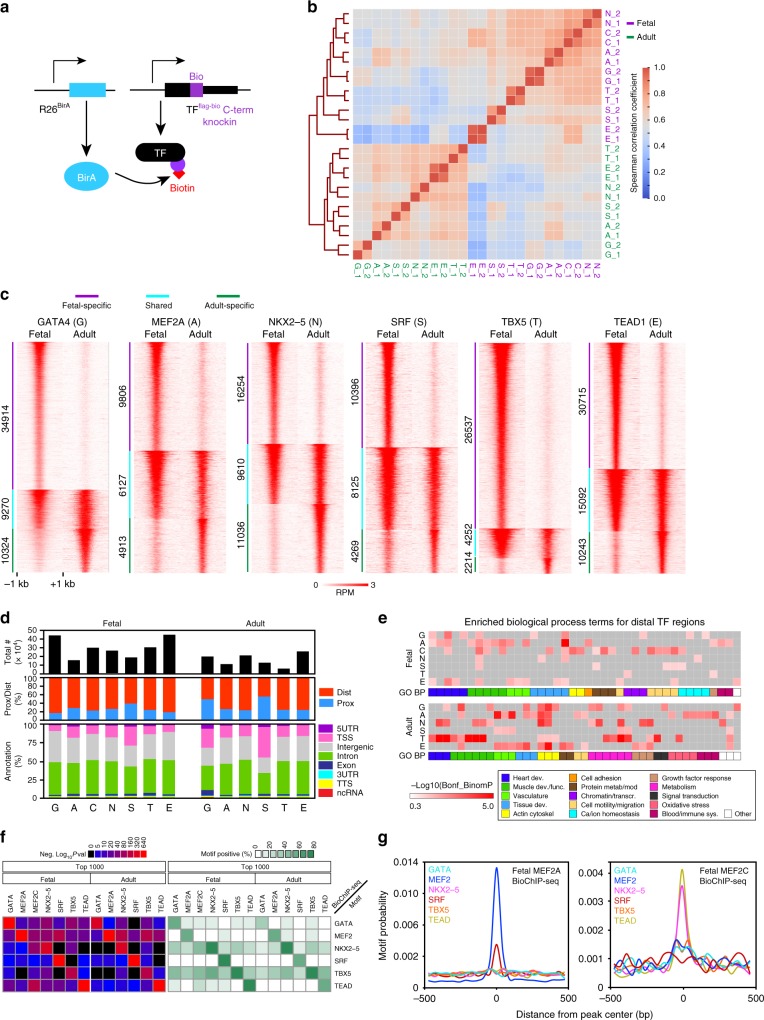
bioChIP-seq of major cardiac transcription factors in fetal and adult heart. **a** Strategy for bioChIP-seq. Murine knock-in alleles fuse a biotin acceptor peptide (BIO) to the C-terminus of target transcription factors (TFs). BirA expressed from the *Rosa26* locus modifies BIO with biotin, permitting high affinity pull-down under consistent conditions. **b** Correlation between aligned bioChIP-seq data obtained from heart ventricles. Fetal (F_; purple) and adult (A_; green) data were acquired in biological duplicates (_1 and _2). Heatmap shows Spearman correlation coefficients for signal within the union of peak regions across all replicates. G, GATA4; A, MEF2A; C, MEF2C; N, NKX2-5; S, SRF; T, TBX5; E, TEAD1. **c** Dynamic changes in TF binding between fetal and adult stages. Heatmaps of TF-bound regions, arranged into fetal-specific (purple), adult-specific (green), and shared groups (cyan). **d** Number and location of TF regions with respect to gene annotations. Middle row, regions proximal (within 2 kb) or distal (>2 kb) to the TSS. Bottom row, more detailed genome annotations, using definitions from Homer. “TSS” is defined as 1 kb upstream to 0.1 kb downstream of the TSS. ncRNA, non-coding RNA. See also Supplementary Data 1. **e** Enriched biological process gene ontology (GO) terms for genes neighboring distal TF-occupied regions, as defined by the default settings of GREAT^62^. The union of the five most significant terms for the top 1000 distal regions (ranked by BioChIP-seq signal) bound by each TF in fetal or adult stages. Color code indicates manual annotation of sets containing similar GO terms. Gray, non-significant *P*-value. See Supplementary Data 2 for the full table. **f** Motifs enriched among the top 1000 distal TF regions (summit ±100 bp). Regions were scanned for TF-binding motifs of the bioChIP’d TFs using Homer. Enrichment *P*-values (left) and percent positive regions (right) are shown. **g** Central enrichment plots for the top 1000 distal fetal MEF2A and MEF2C bioChIP-seq regions. MEF2A showed central enrichment for the MEF2 motif and weaker central enrichment for SRF. MEF2C showed central enrichment of TEAD, TBX5, and NKX2-5 that was greater than the MEF2 motif itself. Displayed motifs have *E*-value < 10^-5^. Source data for panels **d**–**g** are provided as a Source Data file

Biotin ligase, expressed from the *Rosa26* locus^20^, recognizes and biotinylates the BIO peptide. High affinity pull-down of the resulting biotinylated TFs onto immobilized streptavidin followed by massively parallel sequencing (bioChIP-seq) permitted highly sensitive and reproducible genome-wide mapping of chromatin occupancy under consistent conditions, without being vulnerable to the potential idiosyncrasies of antibodies used for chromatin immunoprecipitation^3,4,15^ (Fig. 1a). We performed bioChIP-seq for the seven TFs from heterozygous fetal (E12.5) and adult (P42) ventricular apexes, in biological duplicate (Supplementary Table 1). Despite numerous attempts, adult heart MEF2C bioChIP-seq was not successful, likely because of its relatively low expression in the adult heart, where MEF2A and MEF2D are the predominant isoforms (Supplementary Fig. 3 and refs. ^21–24^). The bioChIP-seq biological duplicates were tightly correlated (Fig. 1b). Samples showed greater correlation between factors within the same stage than between the same factor at different stages (Fig. 1b). Consistent with this, each TF occupied markedly different genomic regions between fetal and adult stages (Jaccard similarity between stages = 34 ± 15% (mean ± s.d.); Fig. 1c; Supplementary Fig. 4).

Replicate data were combined by retaining reproducible peaks^25^. In total, we identified 247,799 reproducible TF-binding peaks across the 13 samples (35,400 ± 14,760 peaks per sample, mean ± s.d.; Fig. 1d and Supplementary Data 1). The bioChIP-seq data overlapped moderately well with published mouse ChIP-seq data from heart or cardiomyocyte-related cultured cells (Supplementary Fig. 5a, b), considering the biological and technical differences between samples, and TF occupancy of the *Nppa*-*Nppb* gene cluster (Supplementary Fig. 5c, d) was similar to previous reports^26,27^. Cardiac TFs predominantly occupied genomic regions distal (>2 kb) to transcription start sites (TSSs; Fig. 1d). Distal TF regions were evenly distributed between intergenic and intronic regions (Fig. 1d).

Gene ontology (GO) analysis showed that each TF was enriched for a different set of biological process terms. Many of the TF’s GO terms changed between developmental stages (Fig. 1e and Supplementary Data 2). For example, fetal SRF regions were enriched for actin cytoskeleton, whereas adult SRF regions were linked to muscle cell/myofibrils and metabolism, consistent with our recent study^16^. TEAD1 was enriched for terms related to heart morphogenesis and ion/transport in the fetal heart and actin cytoskeleton and metabolism in the adult heart.

Each TF’s bound regions were most highly enriched for its own DNA-binding motif (Fig. 1f and Supplementary Fig. 6a; >33% of top 1000 regions). The exception was fetal MEF2C, where the MEF2 motif was less highly enriched (9.5% of top 1000 regions) than the NKX2-5 and TEAD motifs (48% and 47% of top 1000 regions). In contrast, MEF2A regions were most enriched for the MEF2 motif (53% of top 1000 regions) and only slightly enriched for NKX2-5 and TEAD motifs, despite 99% identity between MEF2A and MEF2C DNA-binding domains. This analysis was independently supported by central enrichment analysis, which compares motif frequency at ChIP-seq peak summits compared to flanking regions^28^. Central enrichment analysis identified highly significant over-representation of each bioChIP’d TF’s motif at its peak summit, again with the exception of fetal MEF2C (Supplementary Fig. 6b). MEF2A regions showed strong central enrichment for both the MEF2 and SRF motifs (Fig. 1g, left); in contrast, MEF2C regions had weak central enrichment for MEF2 and SRF motifs and strong central enrichment for NKX2-5 and TEAD motifs (Fig. 1g, right).

Each TF’s bound regions were also enriched for motifs of other TFs, suggestive of collaborative TF binding^2,29^. For example, the NKX2-5 motif was highly enriched at TBX5 regions, and the TBX5 motif was highly enriched at NKX2-5 regions (Fig. 1f). This finding was supported by central enrichment analysis (Supplementary Fig. 6b) and is consistent with the known biochemical and functional interactions between these factors^27^. Generally the seven cardiac TFs analyzed in this study enriched for each other’s motifs more strongly than the motifs of other TFs (Supplementary Fig. 6a). Among these other TF motifs, those of MEIS and SMAD, TFs implicated in heart development, were the most strongly enriched (Supplementary Fig. 6a). The ETS motif was enriched at SRF regions, particularly in adult heart, in keeping with cooperative DNA binding by SRF and the ETS family member ELK1^30^. Nuclear receptor motifs were not enriched amongst TF-bound regions in fetal heart, but showed enrichment in regions bound by several TFs in the adult heart (Supplementary Fig. 6a).

Together, bioChIP-seq robustly and reproducibly mapped the chromatin regions bound by seven different cardiac TFs at two different stages of heart development. These regions dynamically change during heart development. Motif analysis suggested significant collaborative interactions between TFs.

### Collaborative stage-specific TF chromatin occupancy

To further investigate TF collaborative interactions, we analyzed the cobinding of TFs to the same genomic region (Fig. 2a and Supplementary Data 3). Multiple different TFs frequently bound to the same region. We further analyzed this co-occupancy by calculating the distance between adjacent peaks of all TF regions within each developmental stage. We focused on regions distal (>2 kb) to the TSS, to avoid potential effects of clustered TF binding near promoters. The inter-peak distance had a bimodal distribution (Fig. 2b), which was similar between intronic and intragenic locations (Supplementary Fig. 7a). The local maximum around 10^4^ bp approximates the expected inter-peak distance for randomly distributed peaks, whereas the peak at <300 bp (dotted red line, Fig. 2b) indicates substantial clustering of cardiac TFs. Based on this distribution, we defined a cobound region as one in which adjacent TF peak summits are no more than 300 bp apart. The majority (on average, 77%) of binding by each TF was to regions co-occupied by two or more different cardiac TFs (Supplementary Fig. 7b). Examples of TF co-occupancy are shown in Supplementary Fig. 7c–f. The median length of regions bound by five or more TFs was 702 and 590 bp in fetal and adult heart, respectively (Supplementary Fig. 7g). Regions co-occupied by multiple different TFs were more frequently found proximal to the TSS (±2 kb), particularly in the adult heart (Supplementary Fig. 7h). Indeed, the median distance from region centers to the TSS depended strongly on the number of co-bound TFs in adult but not fetal heart (Fig. 2c). This difference could not be accounted for by global differences in accessible chromatin distribution between developmental stages (Supplementary Fig. 8a)

**Fig. 2:**
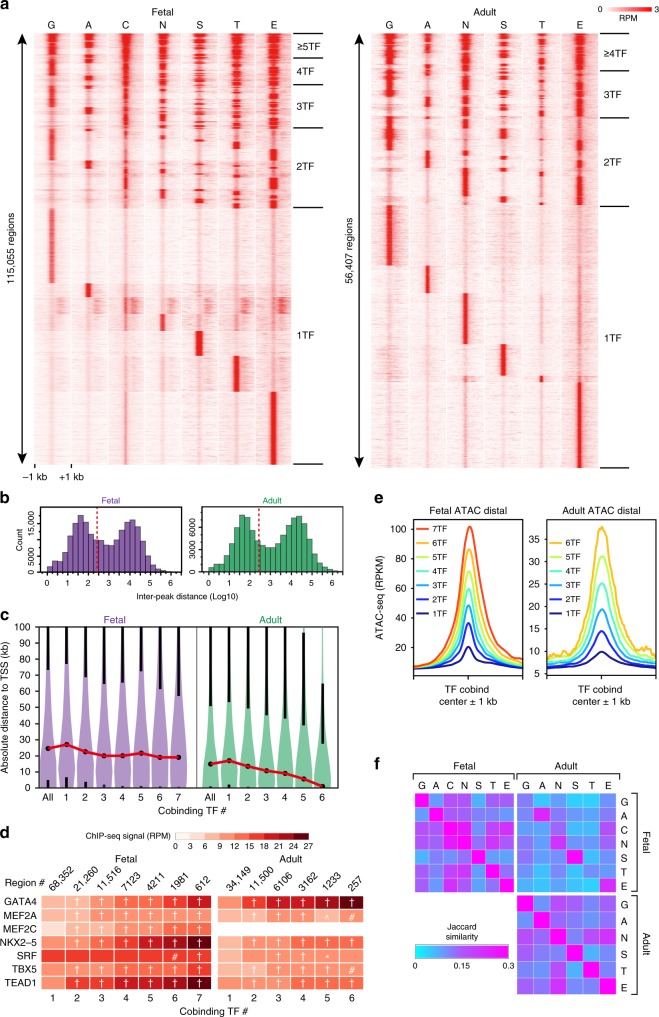
TF co-occupancy patterns in fetal and adult heart. **a** Heatmap of TF co-occupied regions, defined by merging individual TF peaks whose summits were within 300 bp of one another. The same region is shown in each row, with each column representing the signal of the indicated factor across the region. Regions are sorted by the pattern of co-occupying TFs. **b** Histogram of the distance between neighboring TF summits. TF regions within 2 kb of the TSS were excluded. Note the bimodal distribution. Dotted red line indicates 300 bp, the threshold used to define TF co-occupancy. **c** Violin plots showing distance of regions co-occupied by multiple TFs relative to gene TSSs. Black dots indicate median values, black whiskers start at the 1st and 3rd quartiles and extend 1.5 times the interquartile distance. The red lines connecting median values highlight the trend in the data. In adult heart, the number of co-occupying TFs was inversely related to distance between TF regions and TSS. **d** Relationship of number of cobinding TFs and mean TF bioChIP-seq signal. The bioChIP-seq signal, expressed as reads per million (RPM), within 200 bp regions centered on the MACS2-predicted summit of each TF within a TF-cobound region, is plotted as a heatmap. Steel non-parametric test vs. 1 TF: *, #, ^, † indicate *P* < 0.05, *P* < 0.01, *P* < 0.001, and *P* < 0.0001, respectively. **e** Average ATAC-seq signal in reads per kilobase per million reads (RPKM), centered at distal regions co-occupied by the indicated number of TFs. Chromatin accessibility, as measured by ATAC-seq, increased with increasing number of co-occupying TFs. **f** Pairwise co-occupancy (Jaccard Similarity) of TFs in fetal and adult heart (upper left and bottom right matrices), and across stages (upper right matrix). Note stage-specific differences in pairwise co-occupancy. Source data for panels **b**–**d**, **f** are provided as a Source Data file

.

Multiple TF co-occupancy of the same chromatin region (“multi-TF regions”) suggests collaborative TF binding. Consistent with this^2,29^, the TF bioChIP-seq signal increased with the number of different co-occupying TFs (Fig. 2d). Moreover, the accessibility of chromatin regions and the fraction of co-bound regions within accessible chromatin also increased with the number of different co-occupying TFs (Fig. 2e and Supplementary Fig. 8b), as predicted by the facilitated binding model in which TFs occupy a site by collaboratively displacing histones^29^. 

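Accessible chromatin was mapped by omni-ATAC-seq, in which a transposase inserts sequencing adapters into open DNA under conditions that reduce mitochondrial background, in 2 samples of cardiomyocytes isolated from E12.5 hearts, called biological replicates in the methods. The authors mapped single-end reads with Bowtie2, removed duplicates and blacklisted regions, and called accessible regions with MACS2 in each replicate on its own, with reads shifted and extended around the transposase cut site. The deposited files give 1 summit per accessible region with its score, the −log10 q of MACS2, which is the authors' value and is used here only to rank and filter summits within a replicate. The number of reads is not given in the files, so the depth is unknown.
Replicate 1 held 128689 summits with scores from 1.42 to 578 (median 12.0), and replicate 2 held 123990 summits with scores from 1.62 to 578 (median 12.6). In each replicate 1 summit lay on the mitochondrial chromosome. The methods and labels name mm9. However, 345 and 335 summits lay beyond the ends of the NCBIM37 (mm9) chromosomes, on 11 of 22 chromosomes, so the coordinates are of a later build. Summits were placed against the gene positions in the annotation of a deposited Tead1 knockout table. Of 34552 genes of that annotation matched to GRCm38.p6 by symbol, 86.4% had a start within 1 kb of the GRCm38.p6 start, against 4.64% of 28534 genes matched to NCBIM37. Positions are therefore given as GRCm38.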

We also observed that regions with stage-specific TF co-occupancy were enriched for stage-specific chromatin accessibility (Supplementary Fig. 8c).

We further investigated co-occupancy relationships by examining the pairwise overlap between TF regions (Fig. 2f). In agreement with the motif analysis (Fig. 1f–g and Supplementary Fig. 6), fetal MEF2C and NKX2-5 bound regions extensively overlapped. Both MEF2C and NKX2-5 regions also frequently overlapped regions occupied by GATA4, TBX5, and TEAD1. NKX2-5 co-occupancy with GATA4, TBX5, and TEAD1 was maintained in adult heart. Protein pull-down assays validated the interaction of TEAD1^fb^ with endogenous MEF2C and NKX2-5 in fetal heart (Supplementary Fig. 9a). Similarly, NKX2-5^fb^ interacted with MEF2C and TBX5 in fetal heart extracts (Supplementary Fig. 9b).

There were 128 and 64 possible TF co-occupancy patterns for the 7 fetal and 6 adult TFs. Some TF cobinding patterns were used more frequently than others, and the patterns changed between fetal and adult stages (Supplementary Fig. 10a–c). The most frequent cobinding patterns involved MEF2C, NKX2-5, and TEAD1 (Supplementary Fig. 10a–c). Individual TF cobinding patterns were associated with distinct gene ontology terms (Supplementary Fig. 10d; Supplementary Data 2).

Regions occupied by the top 20 most frequent TF co-occupancy patterns were assessed for DNA sequence motif enrichment (Supplementary Fig. 10e). The most significant motifs for each TF cobinding pattern corresponded to the bioChIP’d TFs, again with the exception of fetal MEF2C-occupied regions, which showed greatest enrichment for the NKX2-5 motif. Most regions co-occupied by ≥5 TFs in fetal or adult heart contained only 2–3 motifs of the analyzed TFs (Supplementary Fig. 10f), which were distributed along co-occupied regions rather than focally clustered (Supplementary Fig. 10g). These findings suggest that multi-TF region co-occupancy relies on protein–protein interactions, or TF binding at non-canonical motifs^31^.

To further investigate motif orientation and spacing relationships, we analyzed regions co-occupied by each TF pair for the distance between TF motifs (Supplementary Fig. 10h). We did not observe a predominant motif distance for any TF pair. However, this analysis does not exclude that a small fraction of collaborative TF binding depends on fixed motif orientation and spacing. Therefore, we generated composite motif position weight matrices composed of all pairs of motifs in their four possible orientations and with 0–8 intervening bases (Supplementary Fig. 10i, top). We used these composite matrices to scan all regions co-occupied by each motif pair (Supplementary Fig. 10i–x). For the large majority of TF pairs, composite motif enrichment was not sensitive to motif arrangement, with some notable exceptions (Supplementary Fig. 10j). The most prominent exception was TBX5 and NKX2-5, which demonstrated preference for zero or four base pair motif spacing in an orientation specific manner (Supplementary Fig. 10i), consistent with the study of Luna-Zurita et al. of stem cell-derived cardiomyocytes^27^. The other TF pairs displaying the greatest variance of enrichment based on motif arrangement were: NKX2-5 and TEAD1 (Supplementary Fig. 10j, u), MEF2C and TBX5 (Supplementary Fig. 10j, r), and MEF2C and NKX2-5 (Supplementary Fig. 10j, p). No single motif orientation or spacing accounted for more than 5% of TF-bound regions, suggesting that the preferred arrangements contribute to a small fraction of overall TF binding.

These analyses showed that collaborative TF binding is highly prevalent genome-wide and identified specific sets of frequently interacting TFs, which differed between developmental stages. Most TF pairs co-occupy regions without fixed motif arrangement, consistent with a facilitated binding mechanism, such as collaborative histone displacement^29^, whereas a small number of TF pairs have preferred motif arrangements suggestive of stabilizing ternary TF–TF–DNA interactions, as described recently for TBX5-NKX2-5^27^.

### Relationship of TF-bound regions to H3K27ac-marked enhancers

We characterized the location of TF-occupied regions with respect to H3K27ac, an epigenetic mark often used to identify transcriptional enhancers^32,33^. We utilized previously published H3K27ac data from fetal (E11.5) and adult mouse heart, liver, and forebrain^33^. Heart H3K27ac ChIP-seq showed strong signal at heart TF peak centers, and forebrain and liver H3K27ac was weaker (Fig. 3a). There was significant overlap between heart and non-heart H3K27ac regions, especially in the adult stage (Fig. 3b), such that adult heart H3K27ac sites did not enrich for cardiac functional terms (Supplementary Fig. 11a). To capture cardiac-enriched H3K27ac regions, we calculated a cardiac-selective H3K27ac score (CHS) for each region—its cardiac H3K27ac signal divided by the maximum of its liver and forebrain H3K27ac signal (Fig. 3c). The regions in the top two quintiles of CHS score (defined as cardiac H3K27ac regions, cHRs) mostly originated from heart samples (Fig. 3c) and were linked to relevant cardiac GO terms (Fig. 3d and Supplementary Data 2).

**Fig. 3:**
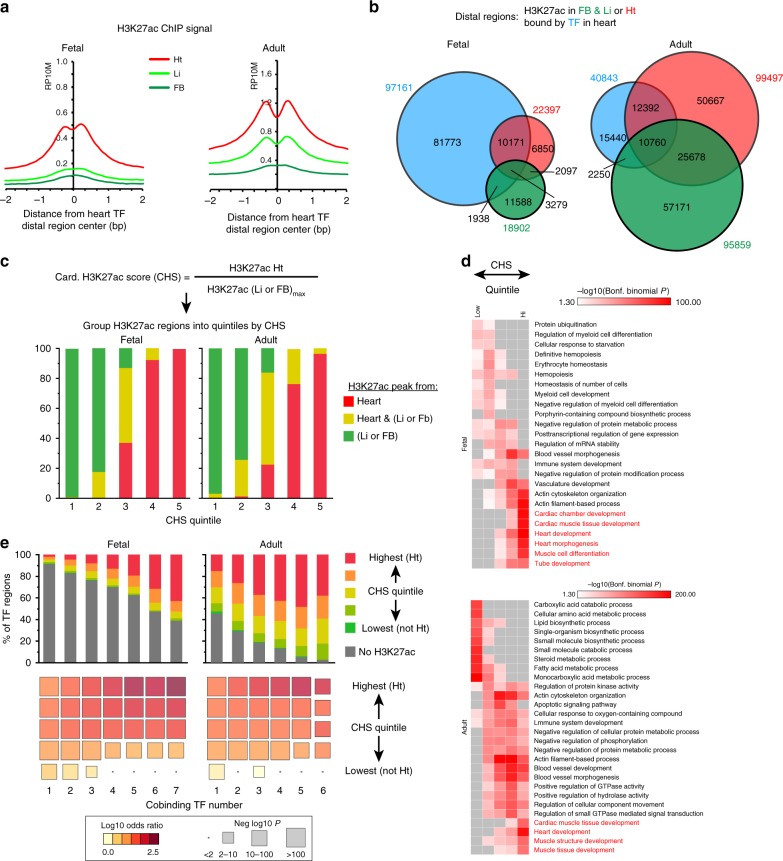
Relationship of TF and H3K27ac occupancy. **a** Average plot of H3K27ac ChIP-seq signal from heart, liver, or forebrain at heart distal TF summits. RP10M, reads per 10 million reads. **b** Overlap of distal H3K27ac regions in heart (Ht), forebrain (FB), and liver (Li) with distal heart TF regions. **c** Distal regions with cardiac-enriched H3K27ac occupancy. Distal regions were ranked by their cardiac H3K27ac score (CHS), which was the ratio of the H3K27ac signal in heart to the maximum signal in either forebrain or liver. The highest two quintiles were designated as cardiac H3K27ac regions (cHRs). **d** Biological process gene ontology terms for distal H3K27ac regions by CHS quintile. The top five terms for each quintile are shown. Red text highlights heart-related terms. Gray boxes indicate non-significant enrichment *P*-values. **e** Overlap of distal TF co-occupied and H3K27ac regions, stratified by CHS quintile and number of co-occupying TFs. In the lower bubble plot, color signifies odds ratio, and size denotes −log_10_(Fisher test *P*-Value). Source data for panels **c**–**e** are provided as a Source Data file

Next we analyzed the overlap of TF regions with H3K27ac regions. Only 16% of fetal and 62% of adult TF regions overlapped with H3K27ac regions from heart, liver, or forebrain (Fig. 3b). The extent of overlap between TF and H3K27ac regions increased with the number of co-occupying TFs, primarily due to greater overlap with regions with cHRs (Fig. 3e and Supplementary Fig. 11b). A substantial fraction (64% (fetal) and 33% (adult)) of regions co-occupied by ≥ 5 TFs did not overlap with cHRs (Supplementary Fig. 11c). Indeed, most cHRs in the adult heart were not bound by the studied TFs.

In contrast, the ATAC-seq signal at TF regions was strongly dependent on the number of co-occupying TFs (Fig. 2e), the H3K27ac signal strength showed weaker (adult) or no (fetal) relationship to the number of co-occupying TFs (Supplementary Fig. 11d). At TF regions where H3K27ac was below the statistical threshold to call H3K27ac peaks, weak H3K27ac signal remained detectable above random background. This sub-threshold H3K27ac signal was on par with heart H3K27ac signal at regions with “forebrain-specific” or “liver-specific” H3K27ac occupancy. We refer to these regions with subthreshold H3K27ac signal as “H3K27ac negative”.

These data indicate that multi-TF binding increases the likelihood of a region bearing cardiac selective H3K27ac, but many multi-TF and H3K27ac regions do not overlap.

### Transcriptional enhancer function of TF regions

Having identified regions co-occupied by multiple TFs with and without H3K27ac, we next sought to evaluate their biological function. First, we examined evolutionary conservation. Recent studies found that heart and liver enhancers, identified by H3K27ac or EP300 occupancy, exhibit lower conservation compared to analogous forebrain regions^33,34^. We observed the same weaker conservation of heart/liver H3K27ac regions (Fig. 4a). In contrast, heart TF region conservation was greater than heart H3K27ac regions (Fig. 4a), and exceeded that of forebrain H3K27ac regions in adult tissues. Regions occupied by greater numbers of TFs had higher conservation (Fig. 4b), with regions bound by ≥3 TFs having comparable or greater conservation than forebrain H3K27ac regions.

**Fig. 4:**
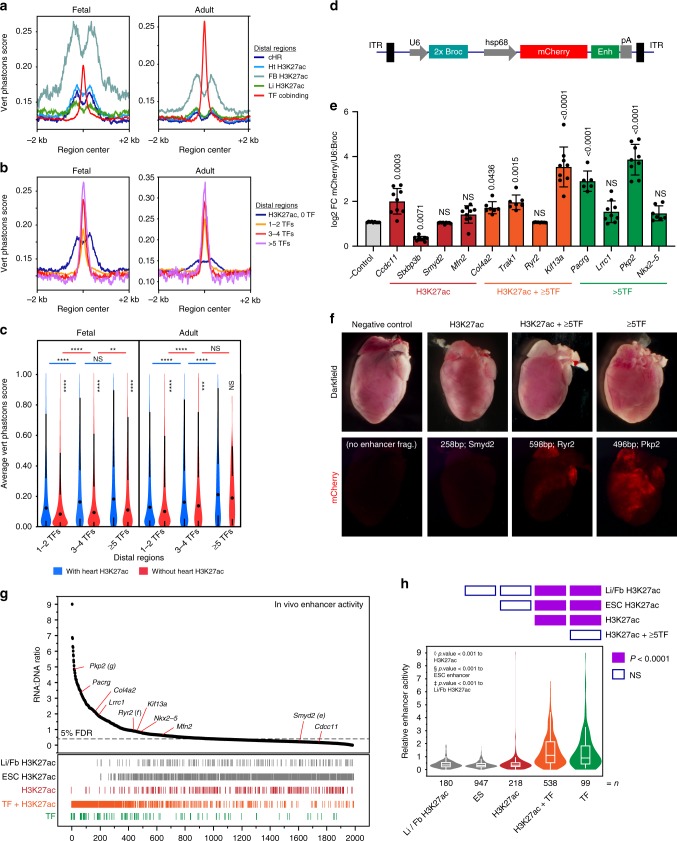
Transcriptional enhancer function of TF regions. **a** Average plot of 30-way vertebrate Phastcons scores at distal H3K27ac and TF regions. **b** Average plot of Phastcons scores at distal regions co-occupied by the indicated number of TFs, or by distal heart H3K27ac regions that do not overlap TF regions. **c** Average Phastcons scores in distal regions (center ± 150 bp) co-occupied by the indicated number of TFs with or without heart H3K27ac in fetal or adult heart. Steel-Dwass: ****P < 0.0001; ***P < 0.001; **P < 0.01; NS, not significant, mean values represented by dot (black). **d**–**f** Individual enhancer activity in murine cardiomyocytes was measured using an AAV9-based assay. Vector construct (**d**) contained minimal hsp68 promoter driving mCherry, with enhancer element (Enh) located in the 3′ UTR. U6:2xBroccoli was used to normalize transduction efficiency. Twelve enhancers belonging to three groups (H3K27ac^+^ TF^–^; H3K27ac^+^ ≥5TF^+^; H3K27ac^–^ ≥5TF^+^) were individually tested in vivo. Normalized enhancer activity was compared to empty vector (AAV9;Hsp68:mCherry-no enhancer; *n* = 9) using Dunnett’s test. Error bars represent s.d. **e** Representative dark field and fluorescent wholemount images of adult (P28) mouse hearts showing enhancer activity for each group of cardiac enhancers. **g**, **h** AAV-based massively parallel reporter assay measurement of the activity of 1982 candidate enhancers and negative controls in cardiomyocytes in vivo. AAV library was delivered at P0 and measured in ventricles at P7. **g** Activity, expressed as enhancer reads in RNA normalized to enhancer abundance in AAV genomic DNA, was plotted versus region activity rank. Relative rank of individual regions of each class is represented by vertical lines below plot. 5% false discovery rate (FDR) threshold (dotted line) indicates the 95th percentile of ESC H3K27ac negative control region activity. **h** Relative activity of each class of regions tested is summarized displaying mean (line) and 95th confidence interval (box) with s.d. (whiskers). Heatmap above violin plot shows statistical significance of inter-group comparisons (Steel-Dwass). Source data for panels **c**, **e**, **g** are provided as a Source Data file

Quantitative analysis of mean conservation scores (Fig. 4c) supported three general observations. First, regions with greater numbers of co-occupying TFs showed greater conservation. Second, TF regions that did not overlap with heart H3K27ac were relatively well conserved. Third, overlap with heart H3K27ac slightly but significantly increased conservation of TF regions.

Second, we directly measured enhancer activity in cardiomyocytes in vivo using an adeno-associated virus (AAV)-based assay. We developed an AAV vector in which the hsp68 minimal promoter drives expression of an mCherry reporter, and the test enhancer is positioned within the 3′ UTR^35^ (Fig. 4d). Four test enhancers were selected from each of the following three region classes from adult heart: (1) H3K27ac^+^ TF^–^, (2) H3K27ac^–^ ≥5TF^+^, and (3) H3K27ac^+^ ≥ 5TF^+^. AAV containing individual enhancers was delivered to newborn mice, and enhancer activity was assessed at postnatal day 28 by measuring ventricular mCherry mRNA levels. To account for transduction efficiency, results were normalized to U6-driven Broccoli^36^ internal control RNA, expressed from the AAV vector (Fig. 4d, e). ≥5TF regions with or without H3K27ac overall had stronger enhancer activity than H3K27ac^+^ TF^–^ regions (Fig. 4e). Qualitative assessment of mCherry fluorescence corroborated these results (Fig. 4f and Supplementary Fig. 12a). A region adjacent to ryanodine receptor 2 (*Ryr2*) give divergent results in the RNA and fluorescence assays, likely because it was most active in atria, whereas RNA was measured from ventricles.

We expanded the enhancer assay to permit the parallel measurement of many enhancers^35,37–40^. We created an AAV library containing 2700 candidate regions, each 400 bp in length, cloned into the reporter gene’s 3′ UTR^35^ (Supplementary Fig. 12b). Test regions were selected to represent the three region classes above, plus negative controls, which consisted of regions occupied by P300 in embryonic stem cells^4^ and H3K27ac forebrain enhancers (VISTA enhancer database^41^). The pooled AAV library was delivered to newborn mice, and ventricular RNA was collected one week later. An amplicon containing the cloned enhancers was amplified by RT-PCR and analyzed by next-generation sequencing, so that the sequence of each region acted as its own barcode. Enhancer strength (RNA reads) was normalized to enhancer frequency in the overall library (AAV genomic DNA reads; Fig. 4g). Negative control regions had the lowest activity levels, and individually validated enhancer regions (Fig. 4d–f) generally agreed with the massively parallel measurements. This massively parallel reporter assay (MPRA) demonstrated that as a group H3K27ac^+^ TF^–^ regions were not sufficient to drive significant reporter activity, whereas ≥5TF regions were sufficient. Presence or absence of H3K27ac did not significantly affect enhancer activity (Fig. 4h).

Third, we searched the literature to identify previously reported cardiac enhancers that had been validated by transient transgenesis. We identified 52 enhancers (Supplementary Fig. 12c and Supplementary Table 3). Regions containing greater numbers of co-bound TF were highly over-represented (≥35-fold for ≥5 TFs; Supplementary Fig. 12d), compared to random expectation. Regions occupied by H3K27ac were also highly enriched.

Together these data show that TF-bound regions are active enhancers, with or without H3K27ac cobinding. Multi-TF regions constitute a class of relatively well conserved cardiac regulatory elements that differ from previously reported, weakly conserved heart enhancers^33,34^.

### Integration of multiple features to identify cardiac enhancers

Chromatin features (open chromatin or occupancy by H3K27ac, p300, or TFs) have been used to identify enhancers^15,33,42^. To understand how these different chromatin features can be integrated to optimally predict cardiac enhancers, we used machine learning in combination with the Vista Enhancer database^41^, in which 1044 murine sequences were tested for enhancer activity in E11.5 embryos by transient transgenesis, and 158 and 167 exhibited cardiac or forebrain activity, respectively. Among individual cardiac chromatin features examined (individual TF occupancy; H3K27ac; ATAC-seq; number of co-occupying TFs), ATAC-seq had the highest recall (sensitivity) but the lowest precision (Fig. 5a) for heart enhancer activity. Individual TFs had lower recall and higher precision, and H3K27ac was intermediate for recall and precision. Single TF regions had low recall and low precision, whereas multi-TF regions had intermediate recall and high precision. Chromatin feature predictions were tissue specific, as heart chromatin features did not perform well for prediction of forebrain enhancer activity (Supplementary Fig. 13a). Varying the signal threshold used for feature detection yielded receiver-operator curves that describe each feature’s classification performance across a range of false positive rates (Fig. 5b and Supplementary Fig. 13b). The area under the resulting curve (AUC), a measure of classification accuracy, is summarized for several chromatin feature predictors in Fig. 5b. Among these individual features, the number of co-bound TFs had the highest classification accuracy. Again, the cardiac chromatin features had much higher predictive accuracy for heart enhancer activity compared to forebrain (Supplementary Fig. 13c).

**Fig. 5:**
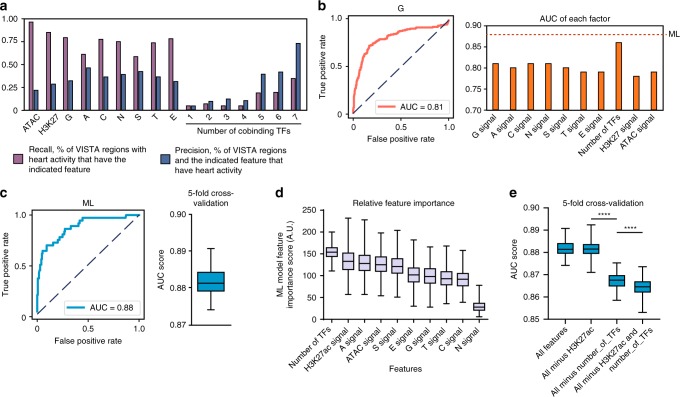
Multi-TF co-occupancy contributes to prediction of active heart enhancers. The VISTA enhancer database^41^ was used as the gold standard to develop classifiers of transcriptional enhancers based on TF co-occupancy, H3K27ac occupancy, and chromatin accessibility. **a** Recall and precision of VISTA heart enhancer activity based on heart chromatin features. **b** VISTA heart enhancer receiver-operating characteristic curve and area-under-the-curve (AUC) scores for each factor. An example ROC curve for enhancer prediction by fetal GATA4 bioChIP-signal is shown in the left panel. Similar analyses of other chromatin features is shown in Supplementary Fig. 13. The right plot summarizes the predictive accuracy, assessed by the AUC, for the indicated chromatin features. **c** Machine learning (ML) classifier performance for classification of VISTA heart enhancers. An ensemble decision tree-based classifier was trained using 80% of the data and tested on the remainder. Classifier performance receiver-operating characteristic curve (left) yielded AUC = 0.88. Performance in 100 permutations of five-fold cross-validation is shown by the box plot to the right. The average ML classifier AUC is indicated by the red dashed line in panel **b**. **d** Relative feature importance in the ML classifier. The box plots show the relative importance of individual chromatin features for classifier performance in 100 permutations of five-fold cross validation. **e** Effect of omission of top ranked classifier features on classifier performance. Omission of H3K27ac signal did not affect classifier performance, but omission of “number of TFs” impaired classifier performance. Box plots in figure; 1st through 3rd quartile represented by box and whiskers denoting min and max values, Source data for panels **a**-**e** are provided as a Source Data file

We used machine learning (ML) to develop an ensemble decision tree-based classifier of active heart enhancers that integrates information from multiple chromatin features. Classifier performance, evaluated by five-fold cross-validation, showed that its AUC score was 0.8815 ± 0.0036 (mean ± sd; Fig. 5c), which is higher than any individual feature. Examining the relative importance of each feature for ML classifier performance indicated that the number of co-occupying TFs and H3K27ac were the top two features (Fig. 5d). Repeating the analysis without either H3K27ac, the number of co-occupying TFs, or both showed that omission of the number of co-occupying TFs impaired classification accuracy, but omission of H3K27ac did not (Fig. 5e), suggesting that for purposes of classification H3K27ac is redundant with other model features.

These data indicate that TF occupancy and the number of co-occupying TFs, in addition to H3K27ac, are important features for classification of active enhancers.

### TF regions regulate developmental gene expression

We next investigated the function of TF-bound regions in regulating gene expression. 

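Cardiomyocyte RNA was sequenced from 3 fetal samples, taken from E12.5 mouse hearts, and from 3 adult samples, taken from hearts at 6 weeks of age (P42). Fetal hearts were dissociated with an enzyme kit and cardiomyocytes were purified with a cell isolation kit. Adult hearts were perfused with collagenase on a Langendorff apparatus, in which solution is driven backwards through the aorta into the coronary vessels, and cardiomyocytes were collected by differential sedimentation. In both stages ribosomal RNA was depleted from total RNA with Ribo-Zero, and libraries were made with ScriptSeq. The submitters' processing notes name STAR as the aligner and mm9 as the genome build. The counting tool and the size factors used are not given in the sources used here. The methods call the samples of a stage biological replicates and do not say whether they came from separate litters or animals, so the p-values measure the spread between these samples, part of which may be technical.
The authors deposited 1 normalized value for each of 50476 genes in each library. Every value above 0 was a whole multiple of 1 step per library (100% of the values, within 0.01 reads), as it is when gene counts are divided by 1 size factor per library, and this let the number of reads per gene be recovered. The fetal libraries held 46568733 to 51409294 reads counted to genes (median 49390695). The adult libraries held 26520857 to 67036290 (median 51286208). Mitochondrially encoded genes took 3.36 to 3.86% of the reads in fetal and 73.6 to 83.4% in adult libraries, which left 44878030 to 49680736 and 6994602 to 11151868 reads outside mitochondria. In the deposited values 1 read was worth 0.3534 to 0.396 in fetal and 2.421 to 4.155 in adult libraries, so that a low value rests on fewer reads in adult. All pairs of replicates of a stage differed by more than sampling noise, with a mean chi-square per gene of 3.88 to 45.3 on 1 degree of freedom.
Stages were compared with limma on log2(value + 1), over the 17046 genes with a value of at least 10 in at least 3 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low values. When the recovered reads were scaled by library totals alone in place of the authors' size factors, every log2 fold change moved toward fetal by 2.87, and by 0.66 when the totals left out mitochondrial genes.

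**Figure D1:**
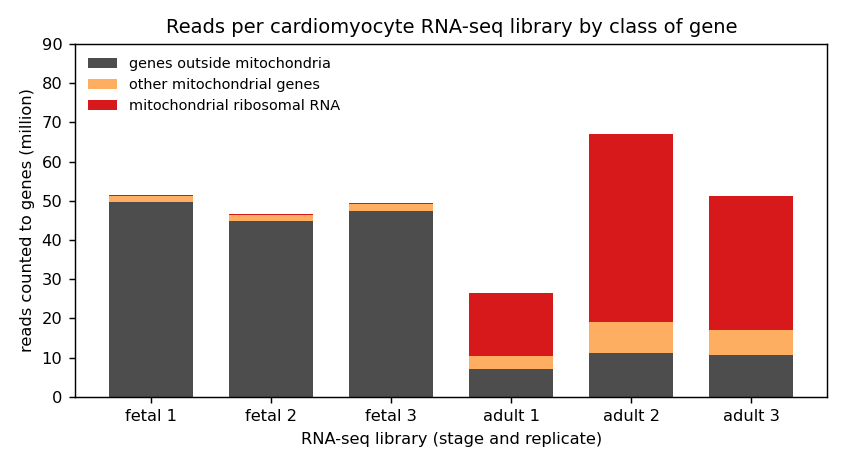
Reads counted to genes in each fetal and adult cardiomyocyte library, as bars from 0 divided into genes outside mitochondria, mitochondrial ribosomal RNA and other mitochondrial genes. In the adult libraries mitochondrial ribosomal RNA made up 60.9, 71.7 and 66.7% of the reads, against 0.262, 0.538 and 0.479% in the fetal libraries.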

First, we analyzed gene expression in normal fetal and adult cardiomyocytes (Supplementary Table 3 and Supplementary Data 4). Genes were annotated by the regions within 100 kb of the TSS with the highest number of co-occupying TFs, and by the presence of overlapping heart H3K27ac at these regions (see the Methods section). Genes associated with regions with greater cobinding TF number had higher expression in both fetal and adult (Fig. 6a). For regions co-occupied by TFs and H3K27ac, the greatest effect on gene expression occurred between zero and 1 TF, with the addition of more cobound TFs having diminishing effect. For regions occupied by TFs but not H3K27ac, there was a more graded effect of increasing cobinding TF number. Genes associated with the same number of cobound TFs had higher expression with H327ac co-occupancy than without, except at the highest numbers of cobound TFs (Fig. 6a). These data suggest that both the number of cobinding TFs and H3K27ac co-occupancy impact overall gene expression level.

**Fig. 6:**
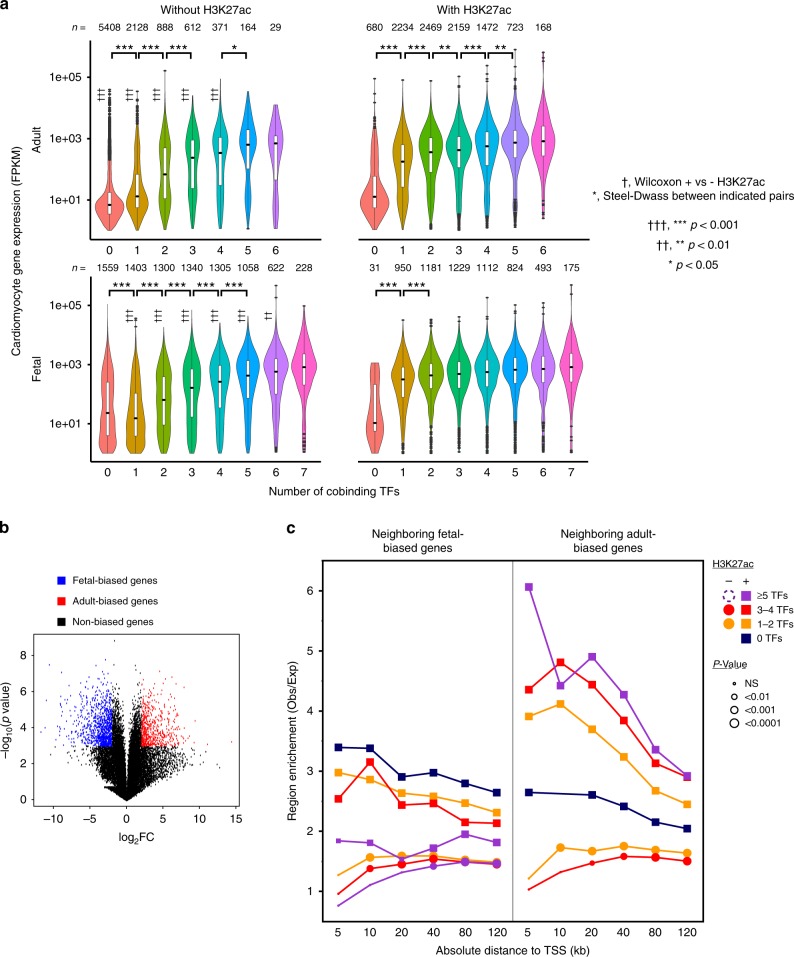
Stage-specific TF chromatin occupancy regulates stage-specific gene expression. **a** Cardiomyocyte gene expression association with TF regions and heart H3K27ac. Genes were assigned to the region within 100 kb with the highest number of cobinding TFs. This region was classified as with or without H3K27ac overlap. †, Wilcoxon test for expression with heart H3K27ac compared to without for same TF number and stage. *, Steel-Dwass for expression difference between indicated groups. *n* indicates group size and vertical line denotes s.e.m. with outliers plotted. **b**, **c** Fetal or adult-based cardiac gene expression association with fetal-TF or adult-TF regions. Volcano plot (**b**) of fetal vs. adult cardiomyocyte gene expression shows fetal-biased genes (blue) and adult-biased genes (red), defined as −log_10_(*P* value) > 3 and abs(log_2_FC) > 2. Right plot (**c**) shows enrichment (observed/expected) of TF or H3K27ac regions within the indicated distance of the TSS of fetal-biased or adult-biased genes. The expected number was determined by randomly permuting the TF or H3K27ac regions 10,000 times across the mappable genome (see the section Methods). The size of symbols indicates the permutation *P*-value. Squares and circles indicate regions with or without H3K27ac co-occupancy, respectively. TF co-occupied region sets containing <100 members were excluded (dashed symbol in figure legend). Source data for panels **a**, **c** are provided as a Source Data file

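In the deposited values 2228 genes were fetal-biased and 2117 genes were adult-biased at these thresholds with the p-values of limma. With a per-gene test with unequal variances, which gives the p-values of Supplementary Data 4, there were 693 and 1229, so the larger group depended on the test. At an adjusted p under 0.05 from limma, 7116 genes were higher in fetal and 6139 were higher in adult cardiomyocytes. Values are given as the authors' normalized value, mean ± SD over 3 libraries per stage, and log2 fold changes are fetal minus adult.
Largest changes are ranked on log2(value + 1), and the order within them depends on the pseudocount for genes of low value. Among genes with a value above 0 in every library, the largest fetal-biased change was that of H19, an imprinted noncoding RNA of embryonic tissues that lies on chromosome 7 of GRCm38 from 142575529 to 142578143. Its value was 184440 ± 5096 in fetal and 95.7 ± 37.1 in adult cardiomyocytes, a log2 fold change of 10.97 (standard error 0.23, adjusted p = 2.18e-09 from limma). The noncoding gene Gm15564 followed at 345680 ± 150300 against 304.2 ± 125 (log2 fold change 10.11). Cnn1, which encodes the smooth muscle protein calponin, had 6777 ± 266 against 11.8 ± 6.52 (9.15), and Capn6, a calpain family gene, had 7610 ± 663 against 13.0 ± 4.57 (9.14). Hist1h2bb, a histone gene whose family members can share reads, had 14912 ± 1061 against 31.4 ± 16.2 (8.96).
The largest adult-biased change on this scale, again among genes with a value above 0 in every library, was that of the mitochondrial ribosomal RNA mt-Rnr1, at 6910 ± 2843 in fetal and 15543000 ± 2857800 in adult (log2 fold change -11.22, standard error 0.33, adjusted p = 9.56e-09 from limma). It was followed by 4 nuclear genes. Tuba8, an alpha-tubulin gene, had 0.896 ± 0.628 against 4048 ± 557 (-11.10, and -12.18 with a pseudocount of 0.1, larger in size than that of mt-Rnr1; fetal mean 0.552 without fetal replicate 2), and Mylk4, a myosin light chain kinase gene, had 2.52 ± 0.707 against 7014 ± 1601 (-10.95, and -11.40 with that pseudocount). Xirp2 encodes an actin-binding protein of the intercalated disc and lies on chromosome 2 from 67446002 to 67526614. Its value was 59.6 ± 3.85 in fetal and 89319 ± 4325 in adult (-10.53, adjusted p = 1.01e-11). Myom2, which encodes a protein of the sarcomeric M-band, had 53.2 ± 39.9 against 59612 ± 2225 (-10.34), with a fetal mean of 30.2 without fetal replicate 3.
Of the 7 TFs profiled by bioChIP-seq, 4 were higher in adult, 1 was higher in fetal and 2 did not pass the test, and none was past the log2 fold change of 2 that defines biased genes. Tead1 had 2127 ± 64.2 in fetal and 7783 ± 844 in adult (log2 fold change -1.87), Mef2a had 5501 ± 610 and 10922 ± 257 (-0.99), Gata4 had 1317 ± 200.1 and 2341 ± 239 (-0.84), and Tbx5 had 576.9 ± 79.3 and 1005 ± 89.1 (-0.81), although with the reads scaled by library totals alone all 4 were higher in fetal. Nkx2-5 was higher in fetal, at 990.0 ± 74.5 against 785.6 ± 27.3 (0.33). Values of Mef2c were 4463 ± 182 and 4063 ± 206 (0.14, adjusted p = 0.0892), and values of Srf were 1842 ± 110 and 1945 ± 171 (-0.08, adjusted p = 0.422), and with library totals alone both were higher in fetal. Nppa, which encodes atrial natriuretic peptide, was fetal-biased at 15685 ± 4250 against 1332 ± 979.7 (3.76, and 4.32 without adult replicate 2, where the adult mean is 766.6), and Ryr2, the calcium release channel of the sarcoplasmic reticulum, was adult-biased at 16775 ± 1139 against 169850 ± 33483 (-3.32). Nppb, the gene of B-type natriuretic peptide, had 2853 ± 271 against 9987 ± 3914 (-1.72) and was higher in adult, but higher in fetal with library totals alone. The call of Nppb was lost with a per-gene test with unequal variances (adjusted p = 0.0578).
The split between the stages also depended on the scaling. From the recovered reads with edgeR, 14140 genes were fetal-biased and 340 adult-biased with library totals alone. With totals that left out mitochondrial genes these were 4007 and 1137. The fetal share of the biased genes was 51.3% with the deposited values (limma, 17046 genes) and 97.7 and 77.9% with these totals (edgeR, 18434 genes). With edgeR and scaling by TMM, RLE or upper quartile this share was 56.5, 54.9 and 53.3%, near that of the deposited values.

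**Figure D2:**
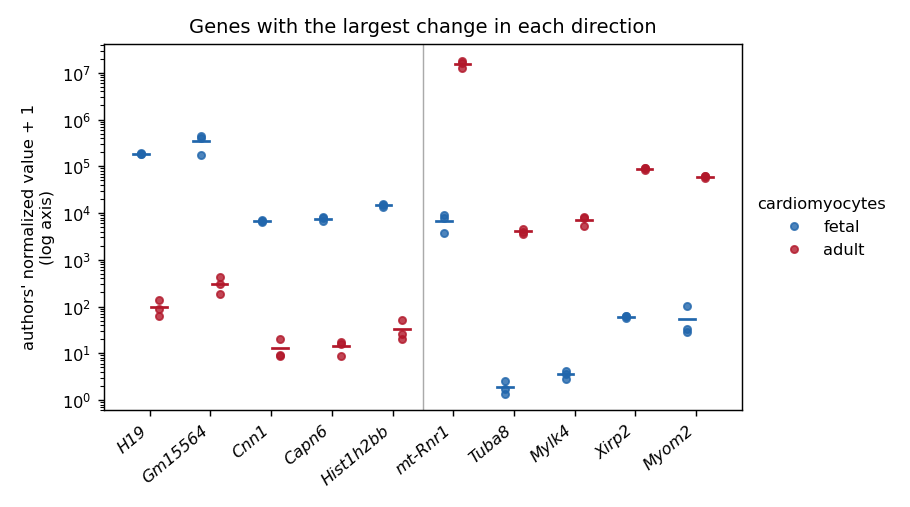
Authors' normalized value plus 1 (log axis) of the 5 genes with the largest fetal-biased change (left) and the 5 with the largest adult-biased change (right), among genes with a value above 0 in every library. Genes with a value of 0 in a library, such as Hbb-y at a log2 fold change of 14.27, are left out. Each point is 1 library, fetal in blue and adult in red, and the bars are means. For each gene all 3 libraries of one stage lie above all 3 of the other.

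**Figure D3:**
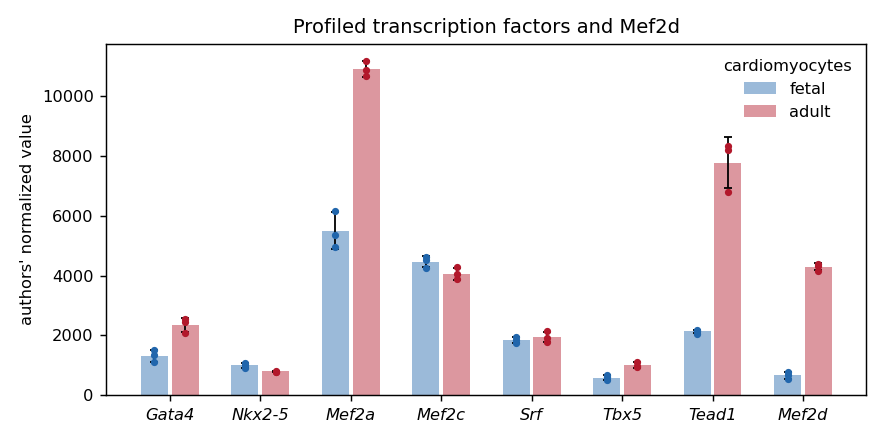
Authors' normalized value of the 7 profiled TFs and Mef2d. Bars from 0 are means over 3 libraries, fetal in blue and adult in red, error bars are SD and points are libraries. Tead1 averages 2127 in fetal and 7783 in adult, and Mef2c 4463 and 4063.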

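Genes of fatty acid oxidation, oxidative phosphorylation, contraction and membrane excitability were higher in adult cardiomyocytes, and genes of the cell cycle and of fetal growth were higher in fetal cardiomyocytes. Of 22 gene lists set in advance, 8 stood higher in adult and 5 higher in fetal cardiomyocytes against all other genes (camera with a preset correlation of 0.01, adjusted p under 0.05), and with an estimated correlation the calls of the cell cycle and the imprinted growth genes held. Rows of Supplementary Data 4 had been read before the lists were set, among them those of the members Etfdh, Cd36, Atp2a2, Xirp2, Mcm2 and Aspm. Counts of list members are at an adjusted p under 0.05 from limma over all genes tested, and were the same when adjusted over the list alone unless stated. Medians are of the log2 fold change, fetal minus adult, with the authors' scaling. Library totals alone shift every log2 fold change toward fetal by 2.87, and 60.9 to 71.7% of the adult totals was mitochondrial ribosomal RNA. The shift is 0.66 with totals outside mitochondrial genes, -0.045 with TMM and 0.098 with RLE. A shift of 0.66 is smaller in size than the medians of fatty acid oxidation, oxidative phosphorylation, sarcomere, calcium handling and channel genes. Members given as exceptions to the direction of their list, as not passing or as having 0 reads were named after their values were seen, apart from Ccnd2, Lyz2, Fabp4 and the atrial light chains.
Of 26 genes of fatty acid oxidation, 25 were higher in adult and 0 in fetal, with a median of -2.73 that turned to 0.11 with library totals alone. The camera adjusted p was 1.05e-11, and the adjusted p was 0.177 with an estimated correlation. Cd36, a fatty acid transporter, had 2124 ± 143 in fetal and 92728 ± 5541 in adult (log2 fold change -5.45), Lpl, which releases fatty acids from lipoproteins, had 3867 ± 534 and 134090 ± 5481 (-5.12), and Hadha, a subunit of the mitochondrial trifunctional protein, had 8816 ± 244 and 65809 ± 3177 (-2.90), a call that was lost with library totals alone (adjusted p = 0.815). Cpt1b, named after its values were seen, did not pass the test, at 137 ± 10.4 and 158.5 ± 15.5. Of 34 nuclear genes of oxidative phosphorylation, 33 were higher in adult and 1, Uqcrb, in fetal, with a median of -1.62 that turned to 1.23 with library totals alone (camera adjusted p = 2.14e-11, and adjusted p = 0.221 with an estimated correlation). Atp5a1, Atp5b and Sdha had log2 fold changes of -1.84, -1.22 and -1.60, and the direction of all 3 turned with library totals alone. Of 15 mitochondrially encoded genes, 10 were tested and all 10 were higher in adult (median -5.94, and -3.06 with library totals alone), with a camera adjusted p of 3.57e-06 and an adjusted p of 0.221 with an estimated correlation. Of 20 genes of glycolysis, 8 were higher in fetal, 9 in adult and 3 did not pass (median -0.16, and 2.68 with library totals alone, camera adjusted p = 0.368), and the list was called toward adult with DESeq2 (adjusted p = 2.06e-04) and with edgeR by upper-quartile scaling (0.0470) or TMM on libraries without mitochondrial genes (0.0468). The muscle enolase Eno3 was adult-biased at 3532 ± 197 and 25600 ± 1769, a call that was lost with library totals alone (adjusted p = 0.940), and Aldoa and Pkm had log2 fold changes of -1.001 and -0.58 that turned with library totals alone.
Of 30 sarcomere genes, 23 were higher in adult, 6 in fetal, and 1, Myl2, did not pass, with a median of -1.77 that turned to 1.08 with library totals alone (camera adjusted p = 8.41e-05, and adjusted p = 0.177 with an estimated correlation). The mean of the members was -0.99. Ttn, the gene of the giant sarcomeric protein titin, had 470340 ± 27356 in fetal and 2599000 ± 551280 in adult, and Tpm1, a tropomyosin, had 66012 ± 3991 and 471370 ± 14646, and with library totals alone the direction of both turned and neither passed the test. The myosin heavy chains went opposite ways. Myh6, the form that predominates in the adult mouse ventricle, had 121510 ± 8490 and 1869300 ± 279280 (-3.93), while Myh7 had 491550 ± 27005 and 31107 ± 2426 (3.98). The slow skeletal troponins Tnni1 and Tnnt1, the atrial myosin light chains Myl4 and Myl7, and Tpm2 were the other members higher in fetal. Tnni1 had 19206 ± 1319 in fetal and 8.74 ± 15.1 in adult, with 0 in adult without adult replicate 3. Myh7, Tnni1, Tnnt1 and Tpm2 were named after their values were seen.
Of 25 genes of calcium handling, 19 were higher in adult and 5 in fetal, with a median of -1.99 that turned to 0.85 with library totals alone (camera adjusted p = 2.64e-04, and adjusted p = 0.221 with an estimated correlation). Atp2a2, the calcium pump of the sarcoplasmic reticulum, had 29720 ± 896 in fetal and 542560 ± 17137 in adult (-4.19), and the calcium buffer Casq2 had 4403 ± 904 and 58477 ± 492 (-3.75). The 5 members higher in fetal, named after their values were seen, were Itpr1, Bin1, Fkbp1b and the calcium channel subunits Cacna1d and Cacna1h, and Slc8a1 did not pass. Of 26 genes of other channels, sodium pumps and connexins, 21 were higher in adult and 4 in fetal, with a median of -2.70 that turned to 0.15 with library totals alone (camera adjusted p = 3.57e-06, and adjusted p = 0.177 with an estimated correlation). Atp1a2, a sodium pump subunit, had 952.6 ± 76.7 and 36717 ± 2564 (-5.27). Gja1, which encodes connexin 43, had 12232 ± 2579 and 26345 ± 3168 (-1.12), and Atp1a1 21242 ± 1179 and 38016 ± 3917 (-0.84), and the direction of both turned with library totals alone. The 4 higher in fetal, named after their values were seen, were the connexins Gja5 and Gjc1, the pacemaker channel Hcn4 and Kcne1, and Kcnh2 did not pass.
Of 32 cell cycle genes, 31 were higher in fetal and 0 in adult, with a median of 6.29 (camera adjusted p = 4.71e-12, and adjusted p = 0.0376 with an estimated correlation). Top2a, a DNA topoisomerase of dividing cells, had 23147 ± 599 in fetal and 111 ± 28.6 in adult (7.72), and the proliferation marker Mki67 had 21159 ± 2083 and 236 ± 32.5 (6.49). Ccnd2 did not pass, at 5050 ± 839 and 4337 ± 677, but was called toward fetal without fetal replicate 1 (0.36, adjusted p = 0.0370 from limma). Of 16 genes of insulin-like growth factor signaling and imprinted fetal growth genes, 16 were higher in fetal, with a median of 5.61 (camera adjusted p = 7.50e-08, and adjusted p = 0.0404 with an estimated correlation). Igf2r had 84916 ± 6046 and 12728 ± 890.2 (2.74), and Grb10, a growth inhibitor, had 43834 ± 2666 and 4188 ± 256 (3.39).
Markers of other cell types and of the atria moved as well. The atrial markers Myl4, Myl7, Sln and Kcnj3 are also in the sarcomere, calcium handling or channel lists, so their change need not come from other cells. Among adult libraries, replicate 2 stood apart for some marker lists, with 0.0218% of the reads outside mitochondria from fibroblast and matrix markers against 0.0118 and 0.0110%, 0.0708% from endothelial markers against 0.0476 and 0.0483%, and 0.0338% from atrial markers against 0.0181 and 0.0197%. Of 8 epicardial markers, 8 were higher in fetal (median 4.18, camera adjusted p = 3.18e-04, and adjusted p = 0.177 with an estimated correlation). Tbx18 had 1592 ± 179 in fetal and 126 ± 12.4 in adult, Upk3b had 1249 ± 144 and 58.0 ± 18.2, and Aldh1a2 had 680.6 ± 49.9 and 25.3 ± 6.86. Of 15 fibroblast and matrix markers, 13 were higher in fetal and 1, Dpt, in adult (median 3.69, camera adjusted p = 0.00206, and adjusted p = 0.549 with an estimated correlation). Vim had 20932 ± 1066 and 1028 ± 269, Fn1 had 10126 ± 1160 and 282.4 ± 3.71, and Col3a1 had 5138 ± 599 and 426 ± 216. Of 11 erythroid markers, 11 were higher in fetal (median 5.01, camera adjusted p = 7.65e-04, and adjusted p = 0.405 with an estimated correlation), and the call ended when only genes with at least 10 in every library were tested (3 genes left, adjusted p = 0.091) or with per-gene tests of equal or unequal variance (adjusted p = 0.103). Hba-a1, which shares reads with its copy Hba-a2, had 18131 ± 6453 in fetal and 696.3 ± 484 in adult. The embryonic globins Hbb-y and Hba-x had 295773 and 21308 reads over the fetal libraries and 1 read each over the adult libraries.
Of 15 endothelial markers, 9 were higher in fetal, 3 in adult and 3 did not pass, with a median of 0.74 (camera adjusted p = 0.234), and the list was called toward fetal without a minimum on low values (adjusted p = 0.0262) and with DESeq2 (0.0430). Tek had 3427 ± 473 in fetal and 587.8 ± 176, Kdr had 2559 ± 146 and 1589 ± 261, and Fabp4 had 378.6 ± 329.7 and 5450 ± 912, with a fetal mean of 188.3 without fetal replicate 3. Of 11 macrophage and blood cell markers tested, 9 were higher in adult and 2, Lyz2 and Cd68, in fetal, with a median of -4.19 (-3.38 with C1qa, which had 0 fetal reads, at its bound of 3 reads). On recovered reads edgeR tested only 7 of these members, with a median of -1.22 with TMM and 1.72 with library totals alone, so that fewer members and the scaling both moved it, and over the 4 members with at least 10 in every library it was 0.45. The camera adjusted p was 0.0163, and the adjusted p was 0.286 with an estimated correlation. The call ended with at least 10 in every library (adjusted p = 0.961), at the level of receptor genes (0.203) and in every analysis of recovered reads but that with library totals alone (0.0909 to 0.264). Their values were low, at 36.4 ± 2.604 and 81.5 ± 9.66 for Csf1r, 87.6 ± 10.4 and 140.8 ± 6.82 for Mrc1, and 884.5 ± 203 and 196.2 ± 43.8 for Lyz2, and with library totals alone Csf1r and Mrc1 were higher in fetal. Of 10 smooth muscle and pericyte markers, 4 were higher in fetal and 5 in adult (median -0.29, and 2.56 with library totals alone; camera adjusted p = 0.767). Acta2 had 22444 ± 3246 and 3598 ± 555, and Abcc9 had 5072 ± 41.3 and 21184 ± 719, a direction that turned with library totals alone. Of 9 atrial markers tested, 7 were higher in fetal and 2, Sln and Kcnj3, in adult (median 3.76, camera adjusted p = 0.127), and the call was made without adult replicate 2 (median 4.32, adjusted p = 0.0473), without a minimum on low values (0.0214) and with library totals alone (0.0203). Myl4 had 110200 ± 16955 and 676.1 ± 524, and Myl7 had 5612 ± 730.1 and 106.4 ± 73.5, with adult means of 373.6 and 63.9 without adult replicate 2.
In the paper the genes past these thresholds serve as the readout of stage-specific regulation, and the regions bound by TFs or marked by H3K27ac around their TSS are compared with randomly permuted regions (Fig. 6c).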

We analyzed the association of TF or H3K27ac regions with genes differentially expressed between fetal and adult heart (absolute log_2_fold-change > 2 and *p* < 0.001; Fig. 6b). TF or H3K27ac regions were enriched adjacent to genes with adult-biased or fetal-biased expression (Fig. 6c). This enrichment was greater for regions with H3K27ac compared to those without. In adult but not fetal heart there was a positive correlation between number of co-bound TFs and the degree of enrichment.

Altogether, these results implicate regions occupied by TFs and H3K27ac in regulating gene expression level and temporal specificity.

### TEAD1 is a key regulator of cardiac gene expression

TEAD1 has become known as a major nuclear target of Hippo-YAP signaling that regulates cell proliferation. However, earlier literature^13,15,43^ implicated TEAD1 as an integral participant in cardiac gene regulation, and this was further supported in this study. We analyzed differentially expressed genes (DEGs) resulting from stage-specific *Tead1* inactivation^44^ in heart with respect to regions co-occupied by TEAD1, other TFs, and H3K27ac (see the Methods section; Fig. 7a and Supplementary Data 4). Regions co-occupied by TEAD1 and other bioChIP’d TFs were enriched adjacent to TEAD1-downregulated DEGs; enrichment was weaker and less significant adjacent to upregulated DEGs. H3K27ac co-occupancy increased enrichment of TF regions adjacent to DEGs. There was no clear relationship between the number of TFs that co-bound with TEAD1 and enrichment adjacent to DEGs.

**Fig. 7:**
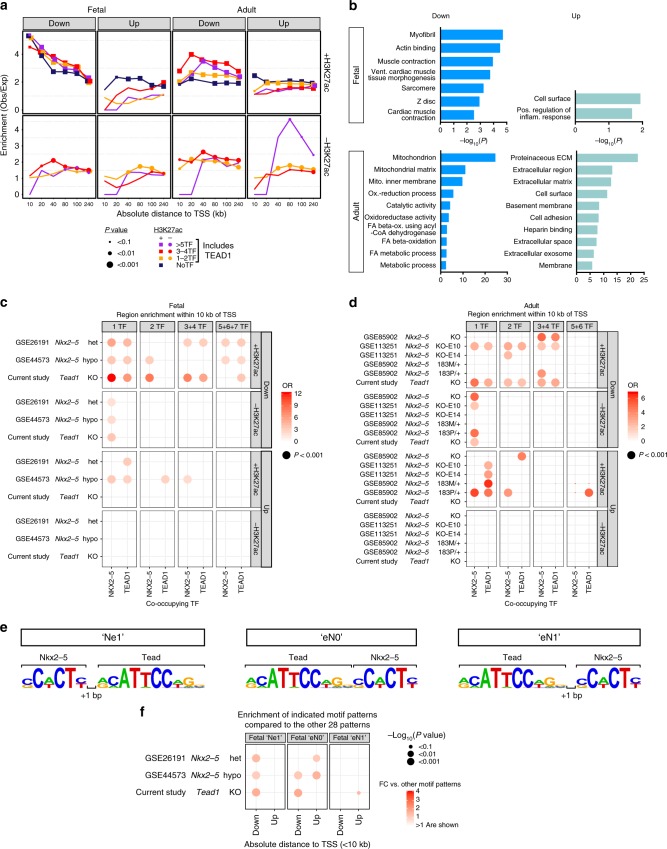
TEAD1 is an integral regulator of cardiac gene expression. **a** Enrichment of TF or H3K27ac regions adjacent to genes up-regulated and down-regulated in fetal or adult *Tead1* knockout hearts. TF regions contained TEAD1. Enrichment (observed/expected) of TF or H3K27ac regions within the indicated distance of differentially expressed genes’ TSS was calculated by permutation testing. Expected values were determined by randomly distributing regions across the mappable genome in 3000 permutations. Size of symbols indicate permutation test *P*-value. TEAD1-occupied regions marked by H3K27ac were enriched adjacent to upregulated DEGs. **b** GO term analysis of genes down-regulated or up-regulated in TEAD1 knockout and adjacent to TEAD1-bound regions. Down-regulated, TEAD1-bound genes were enriched for biological process terms related to cardiomyocyte-specific functions. **c**, **d** Bubble plots indicating enrichment of regions occupied by the indicated TF (NKX2-5 or TEAD1) within 10 kb of the TSS of up-regulated or down-regulated genes in the indicated datasets involving either *Tead1* knockout or *Nkx2-5* mutation. NKX2-5 or TEAD1-bound regions marked by H3K27ac were enriched adjacent to genes downregulated by *Nkx2-5* or *Tead1* mutation. **e** “Preferred” arrangements of NKX2-5 and TEAD1 motifs in regions co-bound by these TFs (see Supplementary Fig. 10j). **f** Enrichment of regions co-bound by NKX2-5 and TEAD1 and containing the indicated motif arrangement adjacent to differentially expressed genes in fetal heart. Bubble size indicates permutation *P*-value (3000 permutations). Color indicates fold-change of enrichment compared to co-bound regions containing the 28 non-preferred motif arrangements. Source data for panels **a**, **c**, **d**, **f** are provided as a Source Data file

Top functional terms for downregulated, TEAD1-bound DEGs in fetal heart related to myofibrils, muscle contraction, and sarcomeres, whereas in adult heart they related to mitochondrial and metabolic processes (Fig. 7b). Cell proliferation and tissue growth were notably absent among the top ranked terms.

Since our analysis revealed high co-occupancy between NKX2-5 and TEAD1 (Fig. 1f) and NKX2-5–TEAD1 biochemical interaction (Supplementary Fig. 9), we analyzed NKX2-5 region enrichment adjacent to TEAD1 DEGs (Fig. 7c, d). NKX2-5 regions, especially those co-marked by H3K27ac, were over-represented adjacent to TEAD1 down-regulated DEGs, but not adjacent to up-regulated DEGs, implicating NKX2-5–TEAD1 in target gene activation. Conversely, we also tested the hypothesis that TEAD1 contributes to regulation of genes downstream of NKX2-5 by analyzing several published *Nkx2-5* homozygous or heterozygous loss of function datasets (Supplementary Data 4). For many but not all datasets, NKX2-5 and TEAD1 regions, especially those with H3K27ac co-occupancy, were enriched adjacent to genes downregulated in *Nkx2-5* loss-of-function models (Fig. 7c, d). The number of co-occupying TFs was not consistently related to region enrichment adjacent to DEGs.

Our motif analysis identified preferred arrangements of NKX2-5 and TEAD1 motifs in fetal co-bound regions (Fig. 7e and Supplementary Fig. 10j). We investigated whether these preferred arrangements were functionally significant by asking whether NKX2-5 and TEAD1 co-occupied regions containing this composite motif were enriched adjacent to *Tead1* or *Nkx2-5* DEGs in fetal heart, relative to co-occupied regions containing the non-preferred motifs arrangements (Fig. 7f). The preferred motifs were significantly over-represented adjacent to a subset of these DEGs, suggesting that these preferred motifs have increased regulatory activity.

Together, these analyses indicate that TEAD1 is an integral component of the cardiac transcriptional regulatory network and that it regulates core cardiomyocyte-specific functions including contraction and metabolism. TEAD1 and NKX2-5 physically interact, and occupy regions with a preferred motif orientation and spacing that is functionally significant.

## Discussion

Using bioChIP-seq, we established a reference map of TF occupancy for seven cardiac TFs at two stages of heart development. Binding of all cardiac TFs studied was highly dynamic between fetal and adult heart. This extends our prior observations on GATA4^3^ and suggests that it is a general principle in the development of the heart and other organs. Cardiac TFs exhibited extensive collaborative binding, and detailed motif analysis suggests that collaborative binding is largely driven by indirect cooperativity. There were four TF pairs that did demonstrate preferred motif arrangements suggestive of cooperative binding through defined ternary complexes. Even in these cases, the preferred motif arrangement comprised a small fraction of all binding sites. One TF pair with preferred motif arrangement was NKX2-5 and TBX5, which matched the recent study of Luna-Zurita et al. and is consistent a defined protein–protein interaction interface that favors binding to specific motif arrangements^27^. A second involved NKX2-5 and TEAD1. NKX2-5 and TEAD1 co-occupied regions containing the preferred motif arrangements were overrepresented adjacent to DEGs, suggesting that the preferred motif arrangements promote formation of a stereotyped complex with distinct regulatory properties.

Transcriptional enhancers are often marked by H3K27ac and p300 occupancy^33,42^. Consistent with our prior in vitro studies of the HL1 cardiomyocyte-like cell line^15^, we found that in vivo regions occupied by multiple TFs incompletely overlap with H3K27ac. Multi-TF regions were highly conserved and highly active in vivo in reporter assays, and H3K27ac co-occupancy had small to no overall effect on these functional measures. In contrast, cardiac H3K27ac regions without TF co-occupancy had weak conservation, as noted previously^33,34^, and overall no detectable enhancer activity compared to negative controls. However, at the level of gene expression we observed that H3K27ac regions were enriched adjacent to DEGs, whereas there was no consistent pattern related to the number of co-occupying TFs. This difference suggests that the factors that determine whether an individual region is sufficient for enhancer activity are distinct from those that determine overall gene expression, which reflects the complex integration of inputs from multiple cis-regulatory regions.

Our analysis revealed that the chromatin occupancy patterns of MEF2A and MEF2C are very different, despite DNA-binding domains that are 99% identical. The distinct binding patterns of these factors is consistent with their non-redundant and distinct function in the heart^9,10^. We showed that MEF2C occupies a substantial fraction of its sites through NKX2-5 and TEAD1, consistent with the previously reported physical and genetic interactions of MEF2C and NKX2-5 in regulating formation of the ventricle^45^. Our study extends this work by illuminating the extensive interdependence of these factors for MEF2C chromatin occupancy in the fetal heart.

Although TEAD1 has not commonly been included among central cardiac TFs, it is required for heart development^13^, and its motif is found at muscle gene promoters^43^. Our analysis indicates that TEAD1 has a specialized role in cardiac muscle to collaborate with other cardiac TFs, especially NKX2-5, to regulate cardiac gene expression, in addition to its role in multiple cell types as a target of Hippo/YAP growth signaling^12^. This dual nature of TEAD1 is similar to that of SRF, a broadly expressed TF that likewise has specialized functions in cardiomyocytes.

Our reference map of cardiac TF occupancy will be an important starting point for elucidating the transcriptional network that governs heart development, homeostasis, and disease responses. The current work was limited to ventricular tissue at two time points. Addition of similar high-quality chromatin occupancy data in other cardiac tissues (e.g. atria), at other developmental stages, in purified cell types, and in disease models will illuminate how transcriptional programs adapt to different cellular contexts and stimuli. The resulting resource will provide the foundation to dissect gene regulatory mechanisms in heart development and disease.

## Methods

### Mice

Mouse husbandry and procedures were performed under the approval and observation of the Boston Children’s Hospital International Animal Care and Use Committee. *Tbx5*^ *fb*^ were generated Frank Conlon. *R26*^*BirA* 20^ mice were obtained from Jackson labs (Jackson #010920). *Gata4*^ *fb*^ (Jackson #018121)^15^, *Srf* ^*fb*^ (MMRRC #37511-JAX)^16^, *Tead1*^ *fb*^ (MMRRC #037514-JAX)^18^, and *Tbx5*^ *fb/fb*^^19^ mice, in which epitope tag consisting of FLAG and BIO sequences is knocked in at the stop codon of the endogenous gene, were described previously. The *Nkx2-5*^ *fb*^ allele (Jackson #025978) was generated by homologous recombination in murine embryonic stem cells as described previously^17^. *Mef2a*^ *fb*^ and *Mef2c*^ *fb*^ (Jackson #025983) alleles were generated by Cas9-stimulated homologous recombination in murine embryonic stem cells. Flp-flanked selection cassettes were removed by mating to Flp-expressing mice (Jackson #016226)^46^ and then breeding out the Flp allele. Details for these three newly reported mouse lines are provided in Supplementary Fig. 1. All subsequent mice were maintained in a mixed genetic background. Primers are listed in Supplementary Table 4. *Tead1*^ *flox*^,*SM22a-Cre*, and *CAGGCre-ER* mice were reported previously^47–49^.

### Echocardiography

Echos were performed using a VisualSonics Vevo 2100 machine with Vevostrain software. Animals were conscious during procedure and the echocardiographer was blinded to the genotype of each animal.

### AAV reporter assays

Genomic regions were selected based on region co-occupancy by ≥5TFs with strong ChIP-seq signal for each TF, and/or strong H3K27ac ChIP-seq signal combined with high expression of adjacent gene in adult heart. Regions were PCR amplified using primers listed in Supplementary Table 4 and cloned into the ITR-containing AAV plasmid. Adeno-associated virus serotype 9 (AAV9) was generated by transfecting HEK293T cells using polyethylenimine (PEI), the ITR-containing enhancer reporter constructs, and appropriate helper plasmids. Virus was harvested 72 h post transfection, purified using OptiPrep density gradient purification (Sigma), and concentrated with a 100 kDa Amicon Ultra Centrifugal Filter (Millipore). Purified virus (1.25E^12^ viral genomes/pup) was diluted and 50 µl subcutaneously injected into newborn pups (P0). Hearts were harvested at P28. RNA was extracted using TRIzol (Life Technologies) and purified with Zymo RNA Clean and Concentrator kit. Reporter activity was determined by performing qRT-PCR analysis for mCherry and dimeric Broccoli (Addgene #66845) transcripts.

### Massively parallel reporter assay (MPRA)

Enhancers were synthesized by Agilent as an oligonucleotide pool. Each enhancer consisted of two 230 bp ssDNA oligos with 20 bp 3′ overlap. Each oligonucleotide’s 5′ end had a 20 bp primer-binding site. Oligonucleotides within the pool were annealed and 3′ ends were extended by PCR to create a library of 400 bp enhancers flanked by 20 bp priming sites. NotI/AscI-restriction sites were added to enhancers in a second round of PCR. The enhancer library was then digested, size selected, and ligated into the multiple cloning site of a self-complementary AAV plasmid containing a minimal MLC2v promoter-mCherry-NotI/AscI-polyA sequences. The ligation product was electroporated into Agilent SURE Electrocompetent cells following manufacturer recommendations, spread onto agar plates, and cultured overnight. Approximately 900,000 colonies were harvested and pooled for plasmid maxi-prep. The enhancer library was packaged into AAV as described above. P0 wildtype CFW mouse pups (*n* = 28) were injected subcutaneously with 50 µl saline containing containing 2E11 vg. Hearts were harvested at P7 and RNA was isolated from homogenized ventricular apexes via TRIzol phase extraction and reverse transcribed using a primer recognizing the start of the polyA sequence. NGS adapters and unique indexes were added to each sample in subsequent rounds of PCR amplification. Untransduced AAV DNA from the library pool was also prepared in the same fashion for sequencing in triplicate. Indexed samples were pooled and paired-end (2 × 150 bp) sequenced on a NextSeq500. After removal of adapters, reads were aligned to the mouse genome, keeping only mates that produced concordant alignments between 395 and 405 bp. On average, each sample contained ~5M alignments passing these criteria. The number of reads for each enhancer in each sample was determined using BedTools^50^. The average number of reads for each enhancer within the untransduced AAV DNA was then calculated, and enhancers present at low frequencies (<5 RPM) were excluded. The majority (>90%) of enhancers were successfully created and were detected above the 5 RPM threshold. Read numbers for RNA samples were acquired using the same method. RNA:DNA ratio for each region was calculated and used as a readout of enhancer activity.

### Tissue harvest and chromatin precipitation

Tissues were harvested in ice cold 1% formaldehyde/PBS from embryonic day 12.5 (E12.5) and adult (P42) transgenic animals for all chromatin immunoprecipitations. All bioChIP-Seq data presented was generated from heterozygous TF bio-tagged animals (mixed strain backgrounds). Fetal transgenic heart ventricles were dissected from atria and cardiac cushions. Adult ventricle apexes (distal 1/3) were dissected away from remaining heart tissues. Homogenized tissues were crosslinked in fresh 1% formaldehyde/PBS for 30 min, rotating at room temperature and subsequently quenched with 500 mM glycine for 5 min. Crosslinked samples were centrifuged and washed multiple times with cold PBS. Crude nuclei preparation was performed using a hypotonic buffer (+protease inhibitors, 1 mM DTT), before snap-freezing in liquid nitrogen and stored at −80 °C. Pooled embryonic litters (~100 hearts) and between 2 and 3 female and male adult mouse littermates (4–6 total) were used for each bioChIP-Seq replicate experiment. Crude nuclei were thawed on ice and lysed again using a mild hypotonic buffer (20 mM Hepes pH 7.5, 10 mM KCl, 1 mM EDTA, 0.1 mM active Na_3_VO_4_, 0.5% NP-40, 10% glycerol, 1 mM DTT, Roche cOmplete protease inhibitors) and douncing with a glass ‘B’ pestle 20–30 times. Crosslinked nuclei were sonicated in 2.5 ml ChIP dilution buffer (0.25% SDS) using a QSonica 700 with microtip probe (cat. 4417). Sonicated chromatin was centrifuged, and the supernatant used for chromatin immunoprecipitation (ChIP) with Invitrogen M280 Streptavidin DynaBeads (Life Technologies). Chromatin immunoprecipitations were performed for 4 h, rotating, at 4 °C and washed extensively with buffers containing protease inhibitors, at room temperature, 5′ minutes each. Chromatin/beads were resuspended in SDS elution buffer (1% SDS, 10 mM EDTA, 50 mM Tris–HCl pH 8) and incubated overnight in a 65 °C water bath to reverse crosslink and elute from Dynabeads. DNA was RNAse A and Proteinase K treated the following day and purified using Qiagen MinElute (cat. 28004) for subsequent NGS library synthesis.

### Protein analyses

Tissue harvested for protein expression was immediately placed in cold RIPA buffer (10 mM Tris–Cl pH 8, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 140 mM NaCl, 1 mM DTT) + protease inhibitors. Samples were homogenized and debris pelleted. Protein concentration was determined using BCA Protein assay kit (Thermo Fisher). [0.5 µg/µL] lysates were used to test expression (Supplementary Fig. 1) and input controls for CoIPs (Supplementary Fig. 9). CoIP assays were performed with 150 µg embryonic heart lysate (Nkx2-5^fb/fb^;R26^BirA/BirA^) for 4 h at 4 °C. M280 Dynabeads were gently and thoroughly washed with cold 1X PBS (+Protease inhibitors). Beads were resuspended in 25 µl RIPA for subsequent protein assays. Proteins were separated and quantified by capillary electrophoresis (ProteinSimple Wes instrument). Antibodies and dilutions are listed in Supplementary Table 5).

### RNA isolation, RNA-Seq library preparation, and analysis

Fetal Tead1 KO/WT heart samples consisted of E13.5 hearts and dorsal aorta from *SM22a*:*Cre;Tead1*^ *flox/flox*^*; Rosa26*^*mTmG/+*^ and *SM22a:Cre;Tead1*^ *flox/+*^*;Rosa26*^*mTmG/+*^ respectively^44^. Tissues were dissociated and GFP+ cells were isolated by flow cytometry for RNA isolation. Adult *Tead1* KO/WT heart samples (12 week) were generated from *CAGGCre-ER;Tead1*^ *flox/flox*^ and *CAGGCre-ER;Tead1*^*+/+*^ hearts. Samples were collected for RNA extraction, libraries prepared and sequenced and reads aligned as previously described^44^. Differentially expressed genes were identified using raw gene counts with the Bioconductor package EdgeR^51^.

For normal fetal and adult cardiomyocyte expression data, isolated, purified cardiomyocytes were used with three biological replicates per group. Adult CMs were dissociated and purified from 6-week-old hearts by Langendorf collagenase perfusion followed by differential sedimentation as described^16^. Fetal hearts were dissociated using the Neonatal mouse cardiomyocyte isolation kit (Cellutron Life Technologies) and purified using the mouse neonatal cardiomyocyte isolation kit (Miltenyi). CM preparations were over 90% pure by fluorescence microscopy. RNA was purified using the Purelink RNA mini kit (Life Technologies). Ribosomal RNA was depleted using Ribo-Zero rRNA removal kits (Epicentre). RNA-seq libraries were prepared using ScriptSeq v2 library kit (Epicentre).

### ATAC-seq library construction and analysis

E12.5 mouse hearts were dissected in ice cold optiMEM and cardiomyocytes were isolated using the Miltenyi Neonatal Mouse Cardiomyocyte Dissociation and Isolation Kits with the manufacturer’s suggested protocol. The optimized-ATACSeq (omni-ATACSeq) libraries were generated from the isolated cardiomyocytes (two biological replicates; 26K cells each) using the author’s recommended lysis steps and transposition protocol^52^. Libraries were sequenced using an Illumina NextSeq500 with single end 75 bp reads. Reads were mapped to the mm9 genome using Bowtie2^53^. Duplicates and reads mapping to blacklisted regions were removed using samtools^54^. Accessible regions were identified using MACS2^55^ (macs2 callpeak -f BAM -g mm–keep-dup all–nomodel–nolambda–shift −100–extsize 200 -B -n).

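The 2 fetal replicates shared most of their accessible regions. Of the summits of replicate 1, 67.5% had a summit of replicate 2 within 100 bp, and of the summits of replicate 2, 70.1% had one of replicate 1 (mean 68.8%). Both shares come from the same pair of replicates, so they give no spread over independent measurements. After a shift of one replicate by 10 kb these shares were 2.46 and 2.57%, the level that chance gives. The 86891 shared summits of each replicate had a median score of 19.0 and 18.9, against 5.33 and 5.70 for the summits that were not shared.
Of all summits, 18.6 and 19.0% lay within 2 kb of a transcription start site (23881 of 128689 and 23609 of 123990 summits, mean 18.8% ± 0.342 SD, n = 2). This share was 20.3% for shared summits in both replicates, and 14.9 and 16.1% for the others. Against the NCBIM37 start sites the share was 7.47% in both replicates.
Nppa, which encodes atrial natriuretic peptide, lies on the plus strand of chromosome 4 of GRCm38 from 148000722 to 148002079. The nearest shared summit lay outside the gene at 148000341, 381 bp upstream of the start site, with scores of 71.1 and 66.6. Within 2 kb of the start site there were 2 shared summits, and within 100 kb there were 30. Nppb, the gene of B-type natriuretic peptide, lies on the same strand from 147985788 to 147987205. Its nearest shared summit was at 147985707, 81 bp upstream of the start site, with scores of 159 and 155, and it was the 1 shared summit within 2 kb, with 29 within 100 kb. Ryr2 lies on the minus strand of chromosome 13 from 11553102 to 12106945. A shared summit lay on its start site at 12106945, with scores of 125 and 100, and 53 shared summits lay within the gene. Differences of score between loci were not tested.

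**Figure D4:**
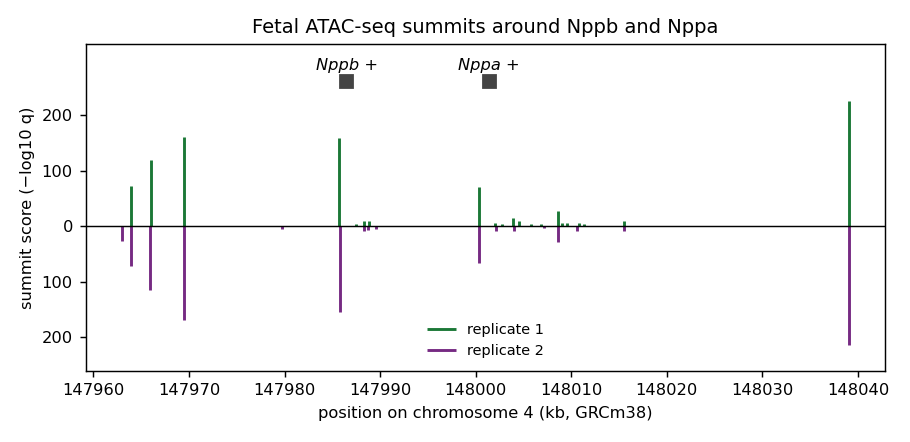
Fetal ATAC-seq summits around Nppb and Nppa on chromosome 4 (GRCm38, kb). Each line is 1 summit with the height of its score (−log10 q), replicate 1 upward and replicate 2 downward, and the boxes are the genes with their strand. Both replicates have a summit just upstream of each gene, with scores of 159 and 155 at Nppb and 71.1 and 66.6 at Nppa.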

### bioChIP-Seq library construction and analysis

Libraries for bioChIP DNA and corresponding input samples were synthesized using KAPA Hyper Prep library kit (#KK8502). Each library was generated according to manufacturer’s protocol. Cycle number for adapter-ligated libraries was determined by real-time PCR prior to amplification. Libraries were sequenced (single end, 75 bp) using an Illumina NextSeq500. BioChIP-Seq libraries were aligned against the mm9 genome using Bowtie2^53^. Duplicate reads and reads mapping to blacklist regions were removed. Peaks were called using MACS2 (macs2 callpeak -t chip-bl.bam -c input-bl.bam -f BAM -g mm -n chip -p 0.05 – verbose = 0) for ChIP samples with matched input samples using relaxed *P*-value (<0.05). Reproducible peaks were identified using IDR^56^ at IDR_THRESHOLD = 0.05 between each set of replicate data files. All downstream analyses utilized a single TF bioChIP-Seq file generated from IDR and further processed so that each IDR peak was represented by the MACS2 summit ± 100 bp of the individual replicate with the greatest peak intensity.

H3K27ac-sequencing data for heart, forebrain, and lung of E11.5 and adult tissues were obtained from GSE52386, aligned to mm9, and peaks were called with MACS2 (macs2 callpeak -t H3K27ac.bam -c input.bam -f BAM -g mm -n chip -q 0.01 – verbose = 0) at FDR < 0.01. To define cardiac-enriched H3K27ac regions (cHRs), we created a region set containing the union of all peaks in these three tissues at each of the two developmental stages. We then calculated the normalized reads falling into these regions and used them to compute the cardiac H3K27ac score (CHS) = heart/max (liver, forebrain). Regions were ranked by CHS, and those in the top two quintiles were defined as cHRs.

### Bioinformatic analyses

Deeptools^57^ was used to analyze the correlation between bioChIP-seq samples and to generate aggregation plots.

To define regions “co-bound” by TFs, the single TF bioChIP-seq peak files were merged using the mergePeaks function of Homer^58^, with parameter -d 300 (merge peaks whose centers are within 300 bp of one another).

Motif analysis was performed using Homer^58^, which compares motif frequency in regions of interest compared to randomly selected sequences matched for GC content. Non-redundant significant motifs in the vertebrate Homer database were identified by motif clustering using STAMP^59^ followed by manual inspection to select a motif representative of related motifs within each cluster. As an independent, complementary analysis, central enrichment of selected motifs within 1000 bp regions centered on peak summits was evaluated with Centrimo^28^.

For composite motif analysis, we generated motif matrices for all four possible motif orientations with zero to eight intervening random bases. These matrices and Homer^58^ were used to determine the enrichment of each composite motifs within regions co-occupied by each pairwise combination of TFs. The variance of enrichment across the 32 possible composite motifs was determined by calculating the Fano factor (variance^2^/mean).

Conservation of regions was analyzed using precalculated phastCons 30-way vertebrate scores^60^.

Region overlaps were defined as regions that shared at least 1 base pair.

Intersection of the current data with previously reported murine ChIP-seq data (Supplementary Fig. 5) was performed using the R package Intervene^61^.

Gene ontology analysis was performed using GREAT^62^ using its default rule for associating regions to genes. In heatmaps summarizing GO analyses for several different conditions, we selected the 5 or 10 terms for each condition with the highest statistical scores. The scores for the union of all terms over all the conditions is then represented as a heatmap of the negative log_10_(*P*-value).

To analyze the relationship between TF-bound regions and gene expression levels (Fig. 5a), we labeled each gene with a TF-binding number and a H3K27ac value (present or absent). The TF-binding number was the region within TSS ± 100 kb occupied by the greatest number of different TFs. If any of these regions with the greatest number of different TFs overlapped a H3K27ac region, then H3K27ac was assigned a value of ‘present’.

Permutation analysis was performed using regioneR^63^. Regions were randomized 3000–10,000 times using the randomizeRegions module. Mappable regions of the genome were defined using 75mer alignment scores in mm9 (mm9wgEncodeCrgMapabilityAlign75mer.bigWig, downloaded from UCSC). Genome regions with mappability below 0.3 and length >500 bp were excluded. For computational efficiency, if a query region set contained >5000 regions, then it was divided into length/5000 sub-files containing 5000 randomly selected lines. The average result of permutation analysis of each of these sub-files was reported. Enrichment was defined as the observed overlap between a set of query regions and a set of target gene regions, compared to the overlap between random permutations of the query regions and the target gene regions. The target gene regions were defined as the gene TSS ± *d*, where *d* varied from 5 to 240 kb as indicated.

### Enhancer prediction using machine learning

Vista active enhancer database^41^ was used as the gold standard for enhancer prediction. 1044 enhancers from mouse were scored as positive or negative for activity in heart or brain, as annotated in the Vista database. Intensities of factors (TF, number of TFs, H3K27ac, and ATAC) were used as features. Features were normalized using min–max normalization method. Two kinds of cross validation were used for evaluation.

1. All datasets were further divided into training (80%) and test (20%) sets. Xgboost package^64^ was used to train an ensemble decision tree model using the following parameters: max_depth = 3; eta = 0.01; binary = logistic; eval_metric = logloss; subsample = 0.8). The model was boosted for 500 rounds, and the round (num_boost_round = 346) with the best evaluation score was used.
2. All datasets were validated using 100 permutations of five-fold cross-validation. Parameters were the same as above except that num_boost_round was set to 160 and eval_metric was set to auc.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this Article.

## Supplementary Information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Source Data

## Data Availability

Sequencing data for this manuscript, summarized in Supplementary Tables 1 and 5, has been deposited into NCBI GEO database (GSE124008), which can be reviewed using this link: https://urldefense.proofpoint.com/v2/url?u=https-3A__www.ncbi.nlm.nih.gov_geo_query_acc.cgi-3Facc-3DGSE124008&d=DwIBAg&c=qS4goWBT7poplM69zy_3xhKwEW14JZMSdioCoppxeFU&r=CMWV1alzPmYOimiQcoBihLjlmPH2uRaUjet7jVaCBttBhs6fqrkbUTGbYNA4QXXi&m=74CFVRnbOXksOek8m9wwHpMU3kfk0zweIjNFlDtZQLw&s=Q7rzbA_8MH8x2VbEDfIp1RxWUjMCddq4CZMyYMOgeY0&e=. Data can also be accessed via the Cardiovascular Development Consortium server (https://b2b.hci.utah.edu/gnomex) (sign in as guest). Source data is available for figures presented in this manuscript and contains raw images for blots/gels and raw numbers used to generate graphs and plots. Raw source data for Figs. 1b, c, 2a, e, 3a, 7e and Supplementary Figs. 6b, 10h, 13b used aligned.bam files and/or BED files, which can be accessed at NCBI (#GSE124008) and Supplementary Data respectively.

# Supplementary material for: A reference map of murine cardiac transcription factor chromatin occupancy identifies dynamic and conserved enhancers
**Source:** Nat Commun. 2019 Oct 28;10:4907. doi: 10.1038/s41467-019-12812-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Tabbed excel workbook containing all the summit200 files.

File Name: Supplementary Data 2

Description: Tabbed excel workbook with GO analyses.

File Name: Supplementary Data 3

Description: Tabbed excel workbook with fetal and adult co-bound regions.

File Name: Supplementary Data 4

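The sheet of this workbook that compares fetal with adult cardiomyocytes gives for each gene the mean of each stage, the log2 fold change and a p-value, and its heading names 3 samples per stage. The copy used here holds the first 1995 of 19741 rows, sorted by p-value, with the largest p at 2.91e-04, so no overlap with it was tested. Of these rows, 1993 matched a gene symbol in the deposited values and 2 did not.
The sheet's stage means were recovered from the deposited values as the mean of log2(value + 1) over the 3 libraries, with a largest difference of 5e-05, and its log2 fold changes as fetal minus adult, with a largest difference of 4.5e-05. A per-gene test with unequal variances gave its p-values with a median difference in log10 p of 8e-05, and a test with equal variances with a median difference of 0.31. In the copy 375 rows had a log2 fold change over 2 and 675 rows under -2, in the paper's own values.
The first row is Cnst, on chromosome 1 of GRCm38 from 179546370 to 179627478. Its mean log2 value was 10.14 ± 0.00793 SD in fetal and 11.80 ± 0.00814 SD in adult cardiomyocytes (n = 3 each), so it was higher in adult by a log2 fold change of -1.67 (fetal minus adult, adjusted p = 2.53e-08 from limma). Pik3r1, a regulatory subunit of phosphoinositide 3-kinase, was also higher in adult, at 13.72 ± 0.0215 against 10.85 ± 0.0162. The inositol trisphosphate receptor gene Itpr1 was higher in fetal, at 11.73 ± 0.0125 against 10.57 ± 0.011, as was Man1a2, a mannosidase gene, at 11.60 ± 0.0143 against 10.35 ± 0.0156. These 4 genes were chosen from the top of the sheet after its values were seen.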

Description: Tabbed excel workbook of DEGs from this study.

File Name: Supplementary Data 5

Description: Tabbed excel workbook of TF-bound regions adjacent to DEGs found in Tead1-homozygous loss of function.

# Supplementary material for: A reference map of murine cardiac transcription factor chromatin occupancy identifies dynamic and conserved enhancers
**Source:** Nat Commun. 2019 Oct 28;10:4907. doi: 10.1038/s41467-019-12812-3

Data Source images

Fig. S1

Genotyping flag-bio alleles

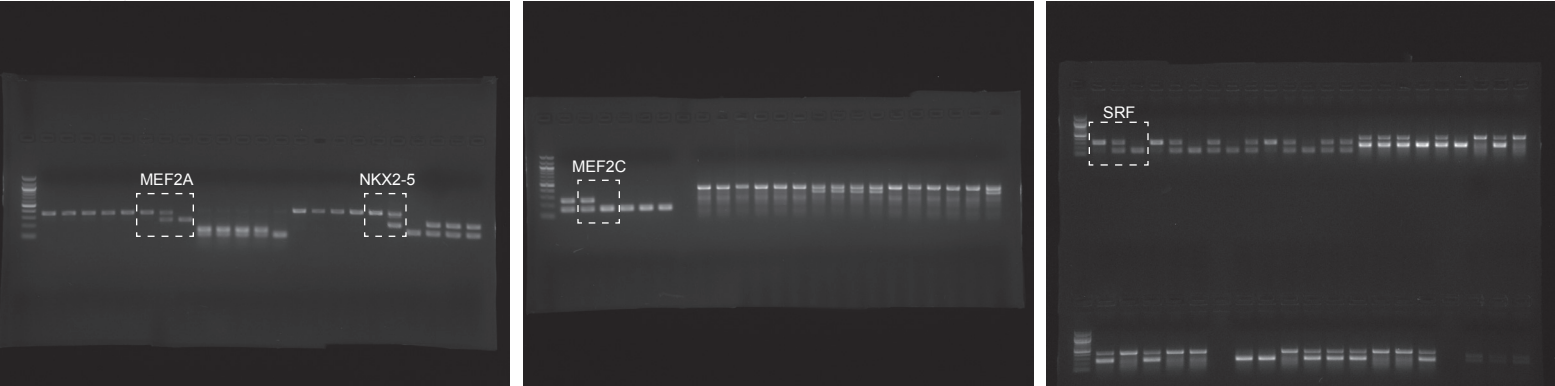

NKX2-5 western blot raw

TBP western blot raw

MEF2A western blot raw

GAPDH western blot raw

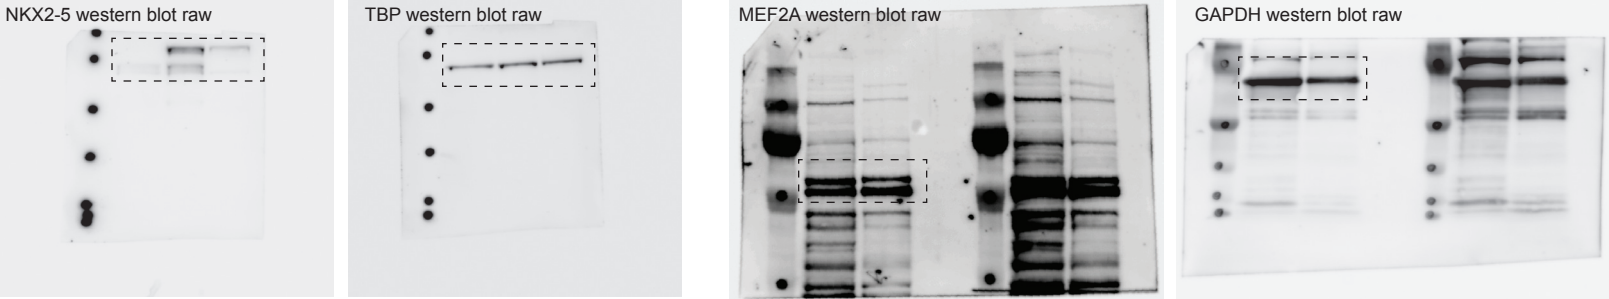

MEF2C protein analysis (WES Protein Simple - high exposure)

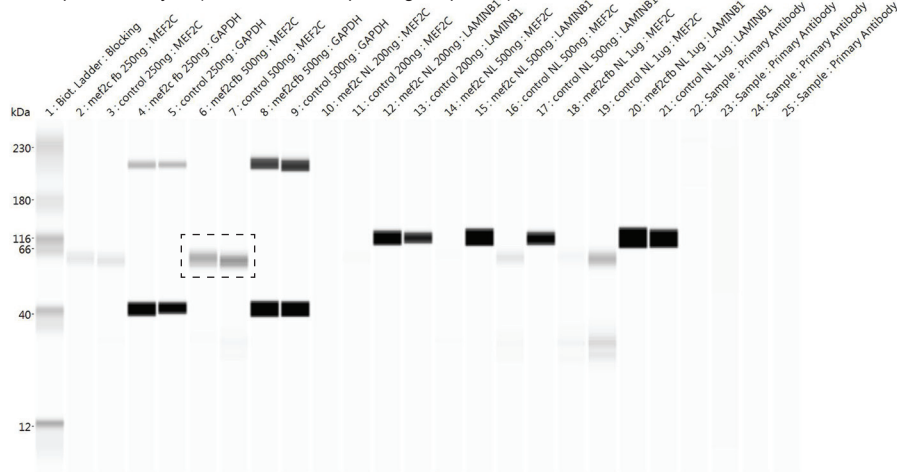

GAPDH protein analysis (WES Protein Simple - low exposure)

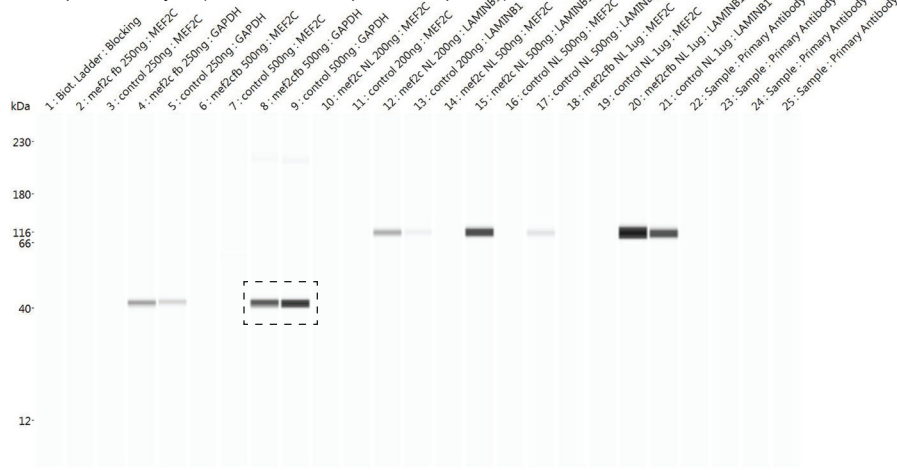

Fig. S9

Fetal NKX2-5 Co-immunoprecipitation protein analysis (WES
Protein Simple - low exposure)

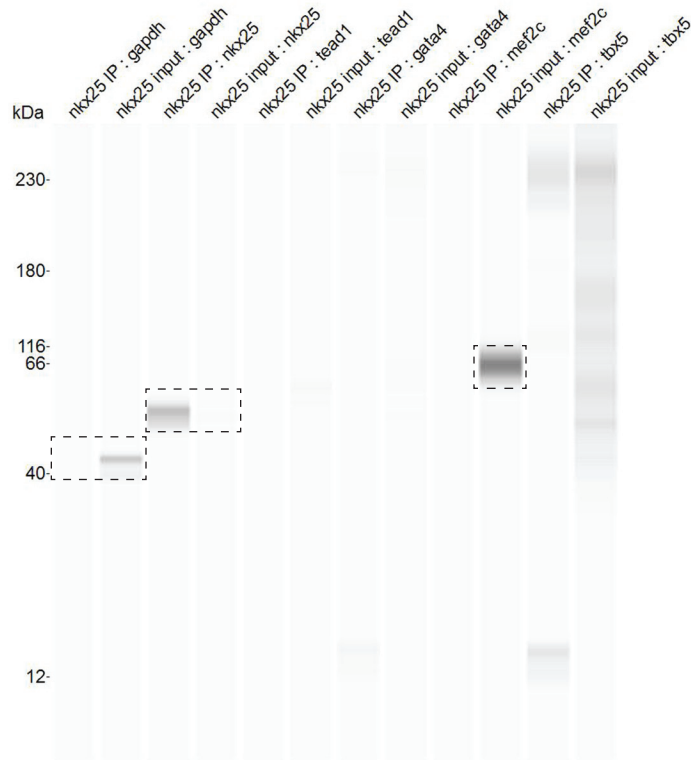

Fetal NKX2-5 Co-immunoprecipitation protein analysis (WES
Protein Simple - high exposure)

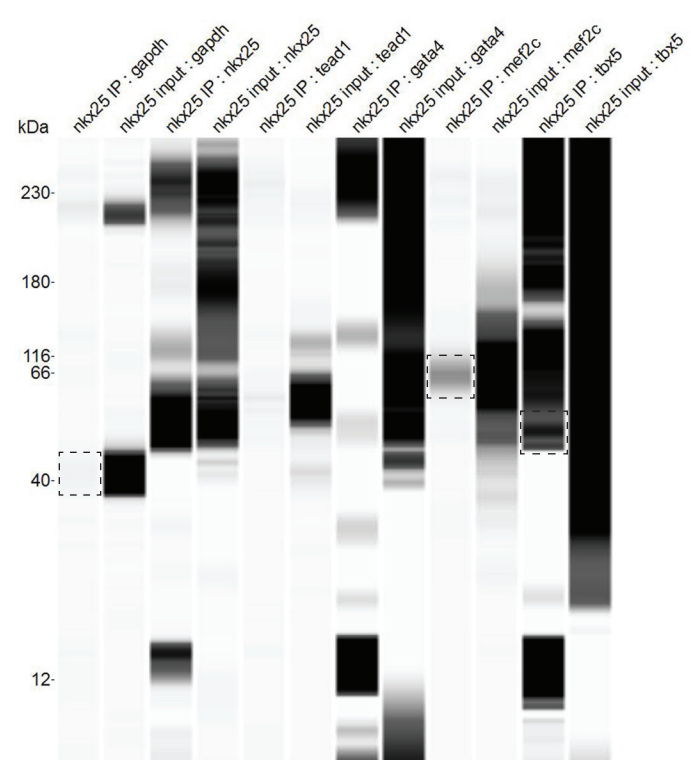

Fetal TEAD1 Co-immunoprecipitation protein analysis (WES
Protein Simple - low exposure)

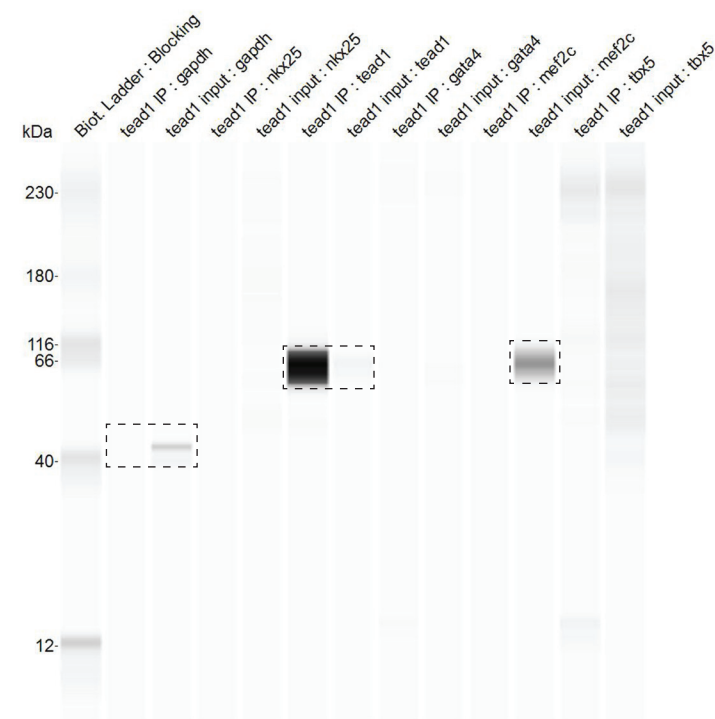

Fetal TEAD1 Co-immunoprecipitation protein analysis (WES
Protein Simple - high exposure)

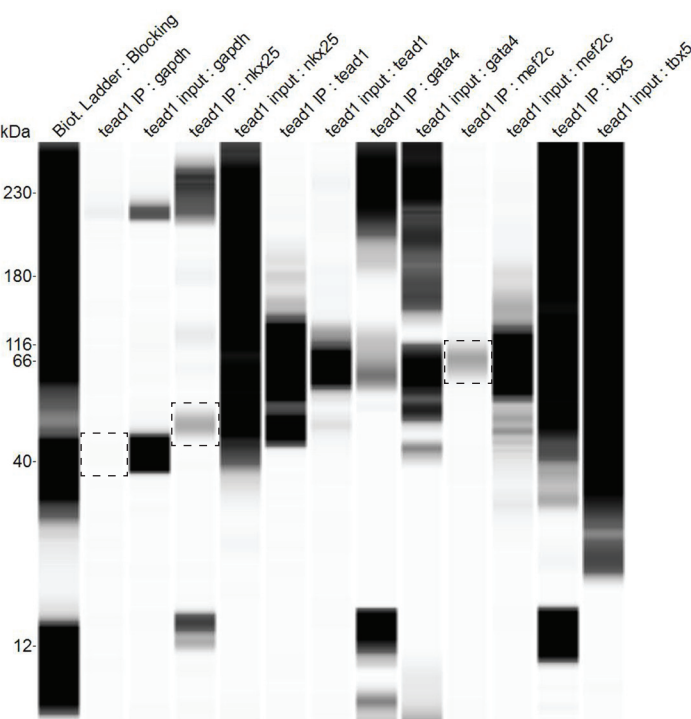

**Supplement:** Supplementary file 10 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

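RNA-seq of 3 fetal (E12.5) and 3 adult (P42, 6 weeks of age) cardiomyocyte samples and omni-ATAC-seq of 2 fetal cardiomyocyte samples were analysed from the authors' processed files. The bioChIP-seq samples of the series were not analysed here. The fetal and adult Tead1 knockout tables hold 10 per-sample columns that match no sample of the series and were not used. The gene annotation of the fetal table was used for gene positions.

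For RNA-seq the authors depleted ribosomal RNA, made ScriptSeq libraries and aligned reads, with STAR and mm9 named in the submitters' processing notes. The deposited value is a normalized signal, gene counts divided by 1 size factor per library. In each of the 6 libraries 100% of the values above 0 were whole multiples of 1 step, within 0.01 reads, and whole reads were recovered by dividing by that step. A step shared by all genes rules out values scaled by gene length. Depth per library was 26520857 to 67036290 reads, of which 6994602 to 49680736 lay outside the 37 mitochondrially encoded genes listed. For ATAC-seq the authors mapped reads with Bowtie2, removed duplicates and blacklisted regions, and called summits with MACS2 per replicate, and the deposited score of each summit is the −log10 q. deepTools is also named in the processing notes, and no tool version is given in the sources used here.

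The stages were compared with limma 3.58.1 (trend, not robust) in R 4.3.3 on log2(value + 1), with stage as the only term, and p-values were adjusted by the Benjamini-Hochberg method over 17046 genes with a value of at least 10 in at least 3 samples. That minimum was chosen after the files were seen. Genes were counted at the paper's thresholds (p under 0.001 and a log2 fold change over 2 in size) and at an adjusted p under 0.05. Had the files held counts, edgeR would have given the main result. Since they hold normalized values, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered reads are alternatives. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation. On simulated reads made from the real means, with 200 genes changed, limma recovered 100% of 100 genes changed 2-fold and 100% of 100 changed 4-fold at an adjusted p under 0.05, with 1 unchanged gene called, over 17046 genes. All simulated genes shared 1 dispersion, of 0.00938.

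The design, 22 gene lists, the rule for named genes and 13 of 23 RNA-seq alternatives were set before the data were examined. Rows of Supplementary Data 4 had been read by then, among them those of Etfdh, Cd36, Ckmt2, Atp2a2, Xirp2, Mcm2 and Aspm. Genes named by rule are the 5 with the largest change in each direction among genes past an adjusted p of 0.05 with a value of at least 1 in every sample of the higher stage and above 0 in every sample of the lower stage, up to 3 members of each list with the highest mean, the profiled TFs, Mef2d, Nppa, Nppb and Ryr2. Genes outside this rule are marked where they are named. The other 10 RNA-seq alternatives were added after the data were seen. They are the 8 analyses of recovered reads, most of which had been planned for the case that the files held counts, a per-gene test with unequal variances, added because it gave the p-values of Supplementary Data 4, and a minimum at the 99th percentile of the adult mean of olfactory and vomeronasal receptor genes. For ATAC-seq, the start sites of protein-coding genes, each replicate on its own, genes above the level of receptor genes and protein-coding genes only were also added then.

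Summits of the replicates were called shared within 100 bp, and the level that chance gives was taken from summits shifted by 10 kb. Start sites came from 50651 genes of the GRCm38 annotation. An mm9 annotation had been planned for, but summits lie beyond the ends of the mm9 chromosomes. Shares of biased genes with a summit were compared by 10000 permutations of the gene labels, two-sided, over 17007 genes and 6 comparisons. Labels were permuted within 20 bins of mean expression over the fetal and adult samples together. Genes are not independent replicates. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.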

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

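The tests of mitochondrial reads and of markers of other cell types were chosen after these results were seen, and the tests of depth and of receptor genes at low values were set before their results were seen.

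Mitochondrially encoded genes took a median of 79.1% of the reads in adult and 3.63% in fetal cardiomyocytes, a signal the paper does not report on. The reads of all mitochondrial genes did not rise alike. The median log2 fold change was -10.64 for the ribosomal RNAs and -5.56 for the 8 other genes tested (-6.33 to -4.35). These medians are 5.08 apart, with standard errors of at most 0.40. This cannot decide whether all mitochondrial RNA rose alike in the cells, because ribosomal RNA was depleted and its depletion may differ between the stages. Less complete depletion of ribosomal RNA in adult libraries is argued against for the other mitochondrial transcripts, whose share of the reads without mitochondrial ribosomal RNA was 32.6 to 41.2% in adult and 3.11 to 3.39% in fetal libraries, 12 times higher by the medians. For the ribosomal RNAs themselves, which had 37.8 times more reads per other mitochondrial read in adult by the medians, less complete depletion and a difference between the stages cannot be told apart, since every library of a stage went through the same depletion. A higher content of mitochondrial transcripts in adult cardiomyocytes stays open for the rest and was not tested against the different cell preparations.

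Erythroid markers took a median of 0.348% of the reads outside mitochondria in fetal libraries (0.482, 0.348 and 0.214%) and 0.00375, 0.00104 and 0.00517% in adult libraries, and the paper reports no blood cell reads. Markers of other cell types did not rise alike. The epicardial median lay 3.44 above the endothelial median (8 against 15 genes, exact permutation test across genes, two-sided, p = 4.89e-04). This cannot decide whether a lower share of cardiomyocytes in the fetal preparations was their source, because other cells may be carried over in a different mix at each stage. The paper judged the preparations mostly, not wholly, pure by fluorescence microscopy. The most abundant erythroid markers were Hbb-y at 36602 ± 15608 and Hba-a1 at 18131 ± 6453 in fetal, and no erythroid, epicardial or endothelial marker is in another list. Whether blood cells were carried over in different amounts cannot be told apart from other differences between the fetal libraries, since 7 of 11 erythroid markers were highest in fetal replicate 1 and lowest in replicate 3, an order that 23.9% of all genes tested share. The stage itself stays open, because embryonic blood and epicardium are part of the heart at E12.5, and was not tested.

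Olfactory and vomeronasal receptor genes, 1686 genes with no known role in the heart, had a median of 350 reads per 1e6 reads outside mitochondria in adult and 23.0 in fetal libraries. The pattern belongs to a wider one, that of the biased genes added by a minimum of 1 in place of 10 in 3 samples 82.2% were adult-biased. The lower depth of adult libraries outside mitochondria is argued against as its source, because this share was 86.38% (85.4 to 86.99% over 10 draws) when all libraries were thinned to the same value per read. Reads spread over genes that heart cells do not use are a candidate explanation, since receptor reads were 15.2 times more frequent in adult by the medians. The receptor genes are themselves part of the pattern. At a minimum of 1 in 3 samples, 492 of 711 tested were adult-biased and 0 fetal-biased, so this support is in part the pattern itself. Genomic DNA, unspliced RNA and low transcription in adult cells were not tested as the source, and 298 of 2117 adult-biased genes had an adult mean at or below 23.3, the 99th percentile of the receptor genes.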

How the results depend on the processing

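Tests with recovered reads, with unequal variances or at the receptor level were chosen after seeing the data, as were those of protein-coding genes, of genes above the receptor level and of the splits. Of 1811 values of the log2 fold change of 79 named genes, 1745 kept their direction and their side of an adjusted p of 0.05, among them 1013 of the 1021 from alternatives set in advance, of which none turned. With library totals alone, log2 fold changes that were below 0 turned to 1.02 for Atp5a1, 1.63 for Atp5b, 1.25 for Sdha, 1.85 for Aldoa, 2.24 for Pkm, 0.34 for Ttn, 0.0181 for Tpm1, 1.99 for Atp1a1, 1.72 for Gja1, 1.86 for Mef2a, 0.96 for Tead1, 1.65 for Myocd, 1.96 for Crebbp, 0.43 for Ppargc1a, 0.42 for Nr1d2, 1.57 for Nr3c1, 1.21 for Ankrd1, 2.47 for Cyr61, 2.20 for Mrc1, 1.72 for Csf1r, 0.79 for Abcc9, 2.15 for Xist, 2.02 for Gata4, 2.77 for Srf, 2.07 for Tbx5, 0.15 for Mef2d and 0.98 for Nppb. With totals outside mitochondrial genes Pkm turned to 0.0732, Cyr61 to 0.30 and Srf to 0.59, and with DESeq2 Srf turned to 0.0237. These totals shift all genes by 2.87 and 0.66, which the turned values follow by construction. Of the others, 25 lost and 10 gained a call. Jun lost its call in 10 alternatives, Tbx20 in 4, Hadha and Eno3 with library totals alone, and Gata4, Tbx5, Atp1a1, Mrc1 and Xist with totals outside mitochondrial genes. Mef2c gained one without adult replicate 2 (adjusted p = 0.0365) and with DESeq2 (adjusted p = 0.00629).

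Of 506 values for the 22 gene lists, 476 kept their direction against other genes and their call, 11 lost and 9 gained a call, and 10 turned, of which only the macrophage list had been called. The calls gained were of glycolysis in 3 alternatives, atrial markers in 3, endothelial markers in 2 and, with DESeq2, immediate early and dissociation genes (adjusted p = 0.0166). With at least 10 in every sample the macrophage median was 0.45 (4 genes left). For the other lists that turned, the medians were 2.07 for profiled TFs and 2.73 for YAP-TEAD targets with library totals alone, 0.52 for YAP-TEAD targets and 0.29 for smooth muscle markers with totals outside mitochondrial genes, -0.15 for YAP-TEAD targets without a minimum, and, for smooth muscle markers with edgeR, -0.41 with TMM, -0.45 with RLE, -0.48 with upper-quartile scaling and -0.49 with TMM on libraries without mitochondrial genes. These 2 kinds of direction differ, because camera compares a list with other genes. The macrophage list also lost its call in 8 other alternatives, mostly those on recovered reads.

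Biased genes, 2228 fetal and 2117 adult with the main settings, were 14140 and 340 with library totals alone. With totals outside mitochondrial genes they were 4007 and 1137. They were 992 and 921 with limma on log2(CPM + 1), 693 and 1229 with unequal and 1414 and 1727 with equal variances. With fewer genes (at least 10 in every sample) they were 1235 and 1089. With more they were 2509 and 3654 (at least 1 in 3 samples). With no minimum they were 2361 and 3001 with limma and 2375 and 3356 with DESeq2. At an adjusted p under 0.05, 7116 genes were higher in fetal and 6139 in adult. These were 17048 and 694 with library totals alone and 11045 and 3617 with totals outside mitochondria. Over more genes 9308 were higher in adult with DESeq2 and 9385 with a minimum of 1. Apart from the totals and the number of genes tested, the cause was not tested. No gene biased with the main settings was biased the other way in any alternative. Leaving out 1 replicate at a time gave 1858 to 2321 fetal-biased and 1960 to 2112 adult-biased genes, and 6474 to 7228 and 5673 to 6215 at an adjusted p. Lists higher in adult stayed at 8 and those higher in fetal at 5 or 6. In the self-test per-gene tests recovered fewer of the changed genes than limma (11% at 2-fold and 55% at 4-fold with equal variances, 0 and 2% with unequal variances, of 100 genes each). The simulated genes shared 1 dispersion and only 200 of them changed. With unequal variances the real data gave 5380 genes higher in fetal and 5390 in adult at an adjusted p under 0.05. The self-test does not explain these counts.

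Deviations of fetal and adult libraries with the same replicate number had correlations of -0.0739, -0.0292 and -0.0118, so the numbers do not pair the samples, and with the replicate block 2243 and 2061 genes were biased. Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many biased genes as the real one, which is the real split itself with 4345, and the highest of the others gave 0 (limma, 0 genes also at an adjusted p under 0.05). The splits are too few for a share under 0.05.

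Shared ATAC-seq summits, 68.8%, were 57.1% within 50 bp, 79.7% within 300 bp, 74.1% and 79.6% at scores of at least 5 and 10, and 82.2% among the 50000 highest. The share near start sites, 18.8%, was 14.1% within 1 kb, 30.1% within 5 kb, 20.3% at scores of at least 5, 20.3% for shared summits and 13.8% for protein-coding genes, and 18.6 to 19.0% without one replicate. The mean number of summits around fetal-biased genes minus other genes, -0.52, was -0.0521 within 50 kb (adjusted p = 0.43) and -0.346 for protein-coding genes (0.12), and that around adult-biased minus other genes, -1.29, was -0.485 above the receptor level (0.52). The difference between fetal-biased and adult-biased genes, 0.765, turned to -0.136 above the receptor level (0.46), and the share near start sites at fetal-biased minus other genes, -0.289, lay below that of permuted labels at -1.55 for protein-coding genes (0.43), and neither passed the test with the main settings. Wider or narrower windows and fewer summits or genes count differently by construction. The comparison of the authors' deposited Tead1 calls was not run, because the tables hold no such columns.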

Differences from the paper's values

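Fig. 6b draws the genes it colours as fetal-biased at log2 fold changes below 0 and those it colours as adult-biased above 0. Its caption does not give the direction of the ratio. If the axis is adult over fetal, the figure runs the same way as the values here. In the deposited values, log2 fold changes below 0, fetal minus adult, belong to genes with higher values in adult cardiomyocytes. Xirp2, at -10.53, had 59.6 ± 3.85 in fetal and 89319 ± 4325 in adult, and Cnst, at -1.67, had a mean log2 value of 10.14 in fetal and 11.80 in adult. H19, at 10.97, had 184440 ± 5096 in fetal and 95.7 ± 37.1 in adult. The stage means printed in Supplementary Data 4 run the same way as the values here. The p-values of Supplementary Data 4 were matched by a per-gene test with unequal variances, an alternative chosen after seeing its values, and not by limma. The authors and labels name mm9 for the ATAC-seq reads, whereas 345 and 335 summits lie beyond the ends of that build's chromosomes.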

Other observations

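The tests of start sites and of sites within 100 kb below were planned, and they were carried out on gene positions of another build than planned. The gene lists and the rule for named genes were set in advance, apart from rows of Supplementary Data 4 read by then. All remaining observations here were made after the values were seen.

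Mef2d had 657.8 ± 121 in fetal and 4288 ± 117 in adult cardiomyocytes (log2 fold change -2.72, adjusted p = 1.07e-07 from limma), and Mef2a was higher in adult as well, while Mef2c did not pass the test and Mef2b had 1 read over all libraries. With library totals alone Mef2a was higher in fetal and Mef2d did not pass the test, with a direction that turned to fetal. The paper's Results state that MEF2C is low in adult heart and that MEF2A and MEF2D predominate there. These values are not scaled by gene length, so they do not compare the RNA of one family member with that of another. Of 21 nuclear receptor and Ppargc1 genes, 18 were higher in adult and 2, Nr2f1 and Nr2f2, in fetal, with a median of -2.43 that turned to 0.42 with library totals alone (camera adjusted p = 3.57e-06, and adjusted p = 0.177 with an estimated correlation). Ppargc1a, a coactivator of mitochondrial genes, had 2652 ± 502 and 13913 ± 2556, the clock-controlled receptor Nr1d2 had 990.9 ± 42.6 and 5351 ± 67.3, and the glucocorticoid receptor Nr3c1 had 1698 ± 59.2 and 4116 ± 152, and all 3 turned to higher in fetal with library totals alone. Among the others, named after their values were seen, Thrb had 21.1 ± 3.52 and 1705 ± 99.8 and Ppara had 52.8 ± 10.3 and 1578 ± 112.

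Of 23 related TFs and cofactors tested, 12 were higher in fetal and 8 in adult (median 0.31, camera adjusted p = 0.500). Myocd, a cofactor of SRF, had 1928 ± 247 and 4380 ± 440 and Crebbp had 1862 ± 181 and 3416 ± 333, both higher in fetal with library totals alone, and Tbx20 had 5828 ± 597 and 4692 ± 358. Hand1 had 1627 reads over the fetal and 1 read over the adult libraries. Of 19 YAP-TEAD target genes tested, 8 were higher in each stage (median -0.14, and 2.73 with library totals alone, camera adjusted p = 0.698), with Ankrd1 at 25589 ± 844 and 79510 ± 3714, Cyr61 at 3816 ± 161 and 4908 ± 523, both turned with library totals alone, and Amotl1 at 4033 ± 199 and 3217 ± 164. Of 16 immediate early and dissociation genes, 10 were higher in fetal and 6 in adult (median 1.01, camera adjusted p = 0.368). Fos had 8331 ± 860.2 and 2638 ± 250, Btg2 had 9562 ± 496 and 3884 ± 279, and Jun had 7223 ± 295 and 6215 ± 502. Of 5 sex chromosome genes, 3 were higher in fetal and 1, Xist, in adult (median 0.60, camera adjusted p = 0.368), Xist at 2976 ± 234 and 4770 ± 927 and higher in fetal with library totals alone, Eif2s3y at 1909 ± 158 and 1023 ± 131, and Ddx3y at 2348 ± 354 and 2111 ± 196, which did not pass. Ddx3y was called toward fetal without fetal replicate 3 (adjusted p = 0.0470 from limma). Both Xist and Y-linked genes were detected in every library.

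Within the mitochondrial list, mt-Co2, mt-Co3, mt-Atp6, mt-Atp8 and mt-Nd4l had 0 to 11 reads in each library, and mt-Co1 averaged 9184300 in adult cardiomyocytes. Why so few reads were counted to these members was not tested, so their counts are not a measure of their expression. The medians of the mitochondrial genes leave these members out.

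A hypothesis tested here was that start sites of fetal-biased genes are accessible in fetal cardiomyocytes more often than those of adult-biased genes of like mean expression. The mean was taken over fetal and adult libraries together. At a like mean, adult-biased genes have lower fetal values than fetal-biased genes by definition. The test therefore cannot tell a lower share at adult-biased genes from their lower expression in fetal cells. A shared summit lay within 2 kb of the start site of 1678 of 2227 fetal-biased genes (75.3%), 1229 of 2101 adult-biased genes (58.5%) and 9590 of 12679 other genes (75.6%). The difference of 16.9 points between fetal-biased and adult-biased genes was larger than the 5.47 points from permuted labels (adjusted p = 0.0002, from the smallest p that 10000 draws give), and was 13.4 to 19.7 points in the alternatives. Fetal-biased and other genes differed by -0.289 points (adjusted p = 0.82), so the values are consistent with a lower share at adult-biased genes (-17.1 points against other genes, adjusted p = 0.0002) more than a higher share at fetal-biased genes. Above the level of receptor genes the shares were 77.4 and 64.0%. A second hypothesis, that fetal-biased genes have more accessible sites within 100 kb than adult-biased genes of like expression, was not borne out, with a difference of 0.765 summits (13.1 against 12.3) against 0.584 from permuted labels (adjusted p = 0.53). Both groups had fewer such sites than other genes by the same permutation test. The differences were -0.52 for fetal-biased (0.0473 from permuted labels, adjusted p = 0.0025) and -1.29 for adult-biased genes (-0.343, adjusted p = 0.0002). Each lost its call in at least 1 alternative. The accessibility was measured in fetal cells and gives no comparison with adult chromatin.

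Most genes of the metabolic lists that were higher in adult had an accessible start site in fetal cardiomyocytes. Of 25 fatty acid oxidation genes higher in adult, 24 had a shared fetal summit within 2 kb of the start site, as did 32 of 33 genes of oxidative phosphorylation, 18 of 23 sarcomere genes, 14 of 19 calcium handling genes and 3 of 9 macrophage markers. These directions are with the authors' scaling, and with library totals alone the medians of these lists are above 0. Over all list members the share was 96.2% for fatty acid oxidation, 97.1% for oxidative phosphorylation, 76.7% for sarcomere and 76.0% for calcium handling. It was 75.6% of the genes biased in neither stage, so the last 2 lists lay near that level. Metabolic members with high means were expressed in fetal cardiomyocytes already, such as Hadha at 8816 and Atp5b at 41062. These shares were not tested against each other.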
